# OVOL1 Influences the Determination and Expansion of iPSC Reprogramming Intermediates

**DOI:** 10.1016/j.stemcr.2018.12.008

**Published:** 2019-01-10

**Authors:** Harunobu Kagawa, Ren Shimamoto, Shin-Il Kim, Fabian Oceguera-Yanez, Takuya Yamamoto, Timm Schroeder, Knut Woltjen

**Keywords:** iPSC, reprogramming, stoichiometry, Klf4, mesenchymal-to-epithelial transition, Tacstd2, TROP2, Ovol1, SSEA-1, CRISPR/Cas9

## Abstract

During somatic cell reprogramming to induced pluripotent stem cells (iPSCs), fibroblasts undergo dynamic molecular changes, including a mesenchymal-to-epithelial transition (MET) and gain of pluripotency; processes that are influenced by Yamanaka factor stoichiometry. For example, in early reprogramming, high KLF4 levels are correlated with the induction of functionally undefined, transiently expressed MET genes. Here, we identified the cell-surface protein TROP2 as a marker for cells with transient MET induction in the high-KLF4 condition. We observed the emergence of cells expressing the pluripotency marker SSEA-1^+^ mainly from within the TROP2^+^ fraction. Using TROP2 as a marker in CRISPR/Cas9-mediated candidate screening of MET genes, we identified the transcription factor OVOL1 as a potential regulator of an alternative epithelial cell fate characterized by the expression of non-iPSC MET genes and low cell proliferation. Our study sheds light on how reprogramming factor stoichiometry alters the spectrum of intermediate cell fates, ultimately influencing reprogramming outcomes.

## Highlights

• High KLF4 activates transient MET genes early in reprogramming
• The cell-surface protein TROP2 marks a transient epithelial population
• TROP2 is followed by SSEA-1 presentation in cells efficient at reprogramming
• Suppression of partially reprogrammed cells improves the purity of reprogramming

## Introduction

Ectopic expression of OCT3/4, SOX2, KLF4m and c-MYC can convert somatic cells to induced pluripotent cells (iPSCs) (Takahashi and Yamanaka, 2006). At the molecular level, reprogramming processes starting from mouse embryonic fibroblasts (MEFs) can be divided into three phases: initiation, maturation, and stabilization (Samavarchi-Tehrani et al., 2010). The initiation phase is typically characterized by accelerated proliferation and the induction of a mesenchymal-to-epithelial transition (MET), while the maturation and stabilization phases are defined by entry into and acquisition of the pluripotency network (David and Polo, 2014). Since reprogramming is still a long and low-efficiency process, the high heterogeneity of reprogramming intermediates make it complicated to identify the true reprogramming paths and mechanisms (O'Malley et al., 2013, Polo et al., 2012). To overcome this, cell-surface antigens are relied upon as markers to predict bona fide reprogramming routes (Lujan et al., 2015, Zunder et al., 2015). However, cell-surface marker presentation is influenced by the induction method and resulting factor stoichiometry (Chantzoura et al., 2015). Even the surface presentation and dynamics of SSEA-1 (stage-specific embryonic antigen 1) (Andrews, 2011), an early pluripotency marker used for dissecting mouse reprogramming, is diverse among different reprogramming systems (Kim et al., 2015, Polo et al., 2012).

The development of polycistronic systems allowed researchers to induce a prescribed stoichiometry of Yamanaka factors among transduced cells, with the intention of reducing heterogeneity of reprogramming intermediates and, in turn, the complexity of reprogramming (Carey et al., 2009, Sommer et al., 2009). Among the Yamanaka factors, KLF4 plays important roles for both MET induction and the acquisition of pluripotency (Carey et al., 2011, Li et al., 2010, Polo et al., 2012, Sridharan et al., 2009). We previously identified that an N-terminal 9-amino-acid difference in *Klf4* cDNAs commonly employed in polycistronic cassettes affects the final stoichiometry of reprogramming factors (Kim et al., 2015). In general, polycistronic cassettes utilizing short *Klf4* (OKMS, STEMCCA, WTSI, and EB-C5) (Chou et al., 2011, Kim et al., 2015, Sommer et al., 2009, Yusa et al., 2009) induce low KLF4 protein expression compared with cassettes that utilize long *Klf4* (OK^+9^MS, OSKM, and MKOS) (Carey et al., 2009, Kaji et al., 2009, Kim et al., 2015) and induce high KLF4 protein expression. This difference in KLF4 consistently results in the induction of dissimilar reprogramming paths and efficiencies (Kim et al., 2015).

Critically, high-KLF4 achieves efficient reprogramming compared with low-KLF4 (Kim et al., 2015). During high-KLF4 reprogramming we observed the expression of MET genes sustained in the pluripotent state, such as *Epcam* and *Cdh1*, in addition to transiently upregulated epithelial genes (Kim et al., 2015). Transient upregulation of lineage-specific genes has been observed using different reprogramming systems (Cacchiarelli et al., 2015, Nefzger et al., 2017, Polo et al., 2012, Takahashi et al., 2014). However, the role of transient gene activation in determining cellular and molecular reprogramming phenotypes, and ultimately the acquisition of pluripotency, is still not fully appreciated.

In this study, we distinguish between the sustained and transient MET genes based on their expression dynamics, and aim to ascribe a functional role of transient MET induction in defining high-KLF4 reprogramming characteristics. We identify TROP2 as a cell-surface marker for transient MET and reprogramming potential. Using a focused CRISPR screen tracking TROP2 expression, we reveal OVOL1 as a candidate regulator of transient MET induction. Further functional analyses suggest that OVOL1 is not directly implicated in the acquisition of pluripotency, but rather acts to repress proliferation and the expansion of cells that fail to reprogram, helping to explain the apparent high efficiency of reprogramming with high-KLF4 stoichiometry.

## Results

### Identification of a Cell-Surface Marker for KLF4-Induced Epithelialization

MET genes activated early in reprogramming including *Epcam* and *Cdh1*, which sustain their expression in iPSCs, promoting the reprogramming process (Kuan et al., 2017, Li et al., 2010). Based on transient MET gene expression and consistent pluripotency activation observed respectively in early and late high-KLF4 reprogramming, we hypothesized that aspects of transient MET induction may exert a positive effect on reprogramming. 

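Gene expression was measured on Affymetrix GeneChip Mouse Gene 1.0 ST arrays, which carry probes along whole transcripts. The cells were mouse embryonic fibroblasts that carry the doxycycline-responsive transactivator in the ROSA locus and a Nanog-GFP reporter. They received 1 of a pair of polycistronic cassettes by piggyBac transposon. The cassette with the short Klf4 cDNA is called low-KLF4 and the cassette with the long Klf4 cDNA is called high-KLF4, and mCherry marks the cells that express either. The mCherry+ cells were sorted after 2, 4, 8 and 18 days of doxycycline at 1 µg/mL. Day 8 had 2 arrays per cassette, and days 2, 4 and 18 had 1 array per cassette, so differences on those days have no replicate check. The other arrays were 2 iPSC clones from low-KLF4 (A7 and A9), 2 iPSC clones from high-KLF4 (A10 and H10), 2 of mESCs and 2 of primary keratinocytes, which makes 18 arrays in 12 groups. The paper states that its day 8, mESC and keratinocyte values are averages of 2 independent experiments. Arrays of MEFs, of day 6 cells and of cells sorted on a surface marker were not analysed here.
The authors normalized the arrays with RMA, which corrects background, applies quantile normalization and summarises probes per transcript cluster. The deposited signal intensities are on a linear scale, from 20.2 to 19538.7, with array medians between 139.4 and 161.6, and log2 was taken here. Of 28853 probes (transcript clusters), 21789 carried 1 gene symbol, 1621 carried several and 5443 carried none in the annotation used. One limma fit over the 12 groups gave each group its own mean and all groups with 2 arrays a shared estimate of the spread (6 residual degrees of freedom). Benjamini-Hochberg adjustment ran over the 23410 probes with at least 1 symbol, and a call needed an limma adjusted p under 0.05. Gene lists, 16 in number, were tested with camera at a preset inter-gene correlation of 0.01. Coordinates are those of GRCm38. Having 2 arrays per group limits the precision of every estimate. The day 8 arrays differed more than the other pairs, so the shared spread can understate the error of the day 8 comparisons.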

To test our hypothesis, we first compared low-KLF4 (OKMS) and high-KLF4 (OK^+9^MS) reprogramming conditions (Figure 1A). Reprogramming was initiated by doxycycline treatment on day 0 and cells were harvested for flow-cytometry analysis on day 8, then passaged for analysis on day 18. Intermediate cells were tracked by transgene-linked expression of mCherry, while full reprogramming was detected by activation of the pluripotency reporter Nanog-GFP and concurrent silencing of mCherry (Figure 1A). As noted previously (Kim et al., 2015), expansion of mCherry^+^ cells and acquisition of SSEA-1 were both reduced in the high-KLF4 condition compared with low-KLF4 (Figure S1A). Yet, the majority of colonies on day 18 successfully silenced exogenous mCherry and acquired Nanog-GFP reporter expression (Figures 1A–1C), indicating the efficient reprogramming of high-KLF4. Despite robust reprogramming initiation, most low-KLF4 colonies did not silence mCherry and remained Nanog-GFP^−^ on day 18, resulting in low-efficiency reprogramming due to an expansion of mCherry^+^ cells (Figures 1B and 1C).

**Figure 1:**
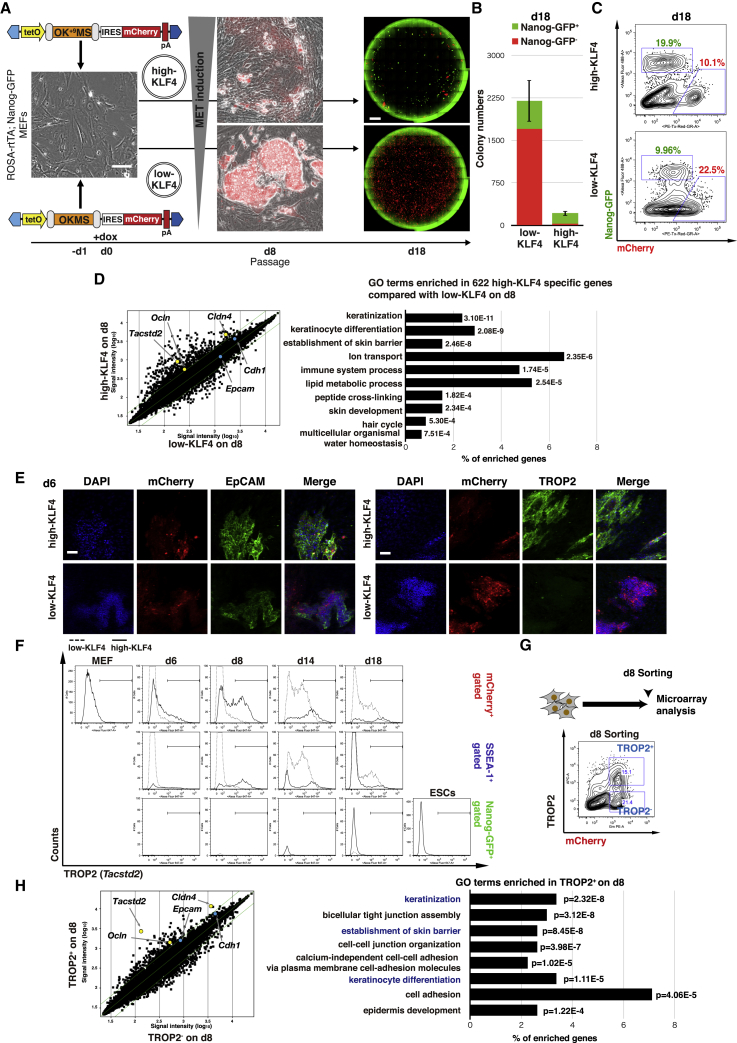
Classification of Genes Upregulated in the High-KLF4 Intermediates (A) Scheme depicting reprogramming with OKMS (low-KLF4) or OK^+9^MS (high-KLF4) polycistronic cassettes and analysis of their characteristics. Polycistronic cassettes were delivered by a *piggyBac* (PB) transposon with mCherry into ROSA-rtTA Nanog-GFP MEFs (-d1). Cultures were passaged on day 8 and the reprogramming capacity was analyzed on day 18. See main text for further details. Blue polygons represent PB 3′ (left) and 5′ (right) inverted terminal repeats. tetO, doxycycline-responsive promoter; IRES, internal ribosome entry signal; pA, polyadenylation signal. Microscopy image (left) shows the representative morphology of MEFs and intermediate colonies. Scale bars, 100 μm. Whole-well fluorescence microscopy images (right) on day 18 for Nanog-GFP and mCherry from low- and high-KLF4. Scale bars, 4,000 μm. (B) Quantification of Nanog-GFP^−^ and Nanog-GFP^+^ colony numbers on day 18 in low- and high-KLF4. Means ± SD for total colonies from three independent experiments. (C) Flow-cytometry analysis on day 18 for Nanog-GFP and mCherry in low- and high-KLF4. (D) (Left) Correlation plot for gene expression in mCherry^+^ sorted populations from low- and high-KLF4 on day 8. Green lines indicate 2-fold changes. Genes related to sustained and transient MET genes are highlighted (yellow, >2-fold; blue, <2-fold) Signal intensity values are average of two independent experiments. (Right) Gene ontology (GO) term analysis for genes expressed 2-fold higher in the high-KLF4 reprogramming, arranged in order of p value and indicating the proportion of genes represented for each enriched GO term. Cutoff p = 1.0 × 10^−3^. (E) Immunofluorescence antibody staining for EpCAM and TROP2 in low- and high-KLF4 on day 6. Green staining shows EpCAM (left) and TROP2 (right), respectively. DAPI staining indicates nuclear density. Reprogramming cells are visualized by mCherry fluorescence. Scale bar, 100 μm. (F) Flow-cytometry analysis of TROP2 expression dynamics. Histograms are grouped by analysis day (columns) and population gating (rows). Dashed lines and straight lines represent low-KLF4 and high-KLF4, respectively. (G) Gating scheme for TROP2 cell sorting from high-KLF4 reprogramming on day 8. (H) (Left) Correlation plot for gene expression in day 8 TROP2^+^ and TROP2^−^ sorted populations. Green lines indicate 2-fold changes. Genes related to sustained and transient MET genes are highlighted (yellow, >2-fold; blue, <2-fold). (Right) GO term analysis for genes expressed 2-fold higher in the TROP2^+^ population, arranged in order of p value and indicating the proportion of genes represented for each enriched GO term. GO terms common with (D) are highlighted in blue.

At the molecular level, high-KLF4 induces epithelial and epidermal genes that are not expressed by MEFs or the resulting iPSCs (Kim et al., 2015). The 622 genes upregulated more than 2-fold on day 8 in high-KLF4 compared with low-KLF4 included *Ocln* and *Cldn4* and were enriched in keratinocyte and skin development gene ontology (GO) terms (Figure 1D). 

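On day 8, the kallikrein gene Klk10, the lipoxygenase gene Alox12b and keratin genes were among the largest rises in high-KLF4 against low-KLF4 cells. Klk10, a kallikrein protease of the epidermis (chromosome 7, 43781054 to 43785410), rose by 4.90 on the log2 scale (SE 0.18, adjusted p = 1.57e-05 from limma, n = 2 arrays each), with signals of 5387 and 7101 in high-KLF4 against 201.8 and 212.3 in low-KLF4. Alox12b, the 12R-lipoxygenase of the skin lipid barrier (chromosome 11, 69157072 to 69169791), rose by 4.94 (SE 0.41, limma adjusted p = 0.000719). The keratin genes Krt16 and Krt14 rose by 4.36 (SE 0.19) and 4.02 (SE 0.18), each with an adjusted p of 2.92e-05 from limma. Dsg3, a desmosomal cadherin, rose by 3.59 (SE 0.36, limma adjusted p = 0.00154). Slurp1, Nccrp1, Klk14, Cwh43, Srgn and Krt90 were the other genes among the 10 largest rises, between 4.10 and 4.65. Not all of these were high in the keratinocyte arrays: Slurp1 read 111.2 and 120.5 there, Klk14 137.7 and 151.3, and Srgn, an immune cell marker, 59.1 and 59.3.
Of 39 measured genes of keratinization and the cornified envelope, the cross-linked protein shell of dead skin cells, 17 rose and 0 fell (26 rose when adjusted over the list alone). The list's median log2 fold change was 0.95 (camera in limma, adjusted p = 1.63e-27, and adjusted p = 0.0281 with an estimated correlation). Of 13 hemidesmosome, laminin and integrin genes, which anchor basal cells to the basement membrane, 6 rose and 0 fell (10 rose when adjusted over the list alone), with a median of 1.03. Among them, Lama3 rose by 1.86 (SE 0.28, limma adjusted p = 0.0099) and Lad1 by 1.84 (SE 0.27, adjusted p = 0.00901). The list passed camera (adjusted p = 1.57e-10), with adjusted p = 0.0706 with an estimated correlation. Of 23 genes of the epidermal lipid barrier, 8 rose and 1, Alox12e, fell (11 and 1 when adjusted over the list alone). This list had a median of 0.31 and a camera adjusted p of 2.29e-06, with adjusted p = 0.0706 with an estimated correlation. Of 39 genes of tight junctions, desmosomes and apical polarity, 6 rose and 0 fell (18 rose when adjusted over the list alone), with a median of 0.78, a camera adjusted p of 9.01e-13 and adjusted p = 0.27 with an estimated correlation. The array numbered 2 was above the array numbered 1 for 37 of these 39 genes in high-KLF4 and for 36 of 39 in low-KLF4. Of the 4 lists, in the order given, 19, 7, 10 and 13 members are in Table S1, which the study chose on these samples, so their direction is not independent evidence.
Ocln and Cldn4 encode the tight junction proteins occludin and claudin 4. Ocln (chromosome 13, 100496504 to 100552718) had signals of 359.1 and 899.9 in high-KLF4 and 157.2 and 445.8 in low-KLF4, a log2 difference of 1.10 (SE 0.51, adjusted p = 0.343 from limma). Cldn4 (chromosome 5, 134945123 to 134946934) had a difference of 1.55 (SE 0.47, limma adjusted p = 0.128), and without low-KLF4 day 8 replicate 2 it was 2.35. Both genes were higher in high-KLF4 in both pairs of arrays with the same number. A block for the replicate number of the day 8 arrays was chosen after the results were seen. With it Ocln and Cldn4 passed (limma adjusted p = 0.000884 and 0.000631). With such a block in a fit of the 8 arrays of day 8, mESCs and keratinocytes, neither passed (adjusted p = 0.444 and 0.279). That fit assumes a replicate effect common to these groups. The differences between the day 8 arrays did not correlate with those in mESCs or keratinocytes (r between -0.033 and 0.021). The fit of 8 arrays is thus no check on the day 8 block.
At a 2-fold difference of the averages, 622 of 28853 probes were higher and 173 were lower in high-KLF4. Of these, 619 and 173 differed in the same direction between arrays of the same number, and 397 and 108 also passed limma. Over the 23410 named probes, limma called 634 higher and 301 lower (3785 probes at an unadjusted p under 0.05). The counts changed with single arrays: without low-KLF4 day 8 replicate 1, low-KLF4 day 8 replicate 2, high-KLF4 day 8 replicate 1 and high-KLF4 day 8 replicate 2, in this order, limma called 1084, 400, 1459 and 384 higher and 916, 129, 642 and 109 lower, and the 2-fold counts were 1001, 722, 1063 and 594 higher and 461, 293, 389 and 274 lower. In a limma fit of the 4 day 8 arrays alone, 0 probes were called in either direction, with 1759 at an unadjusted p under 0.05.

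**Figure D1:**
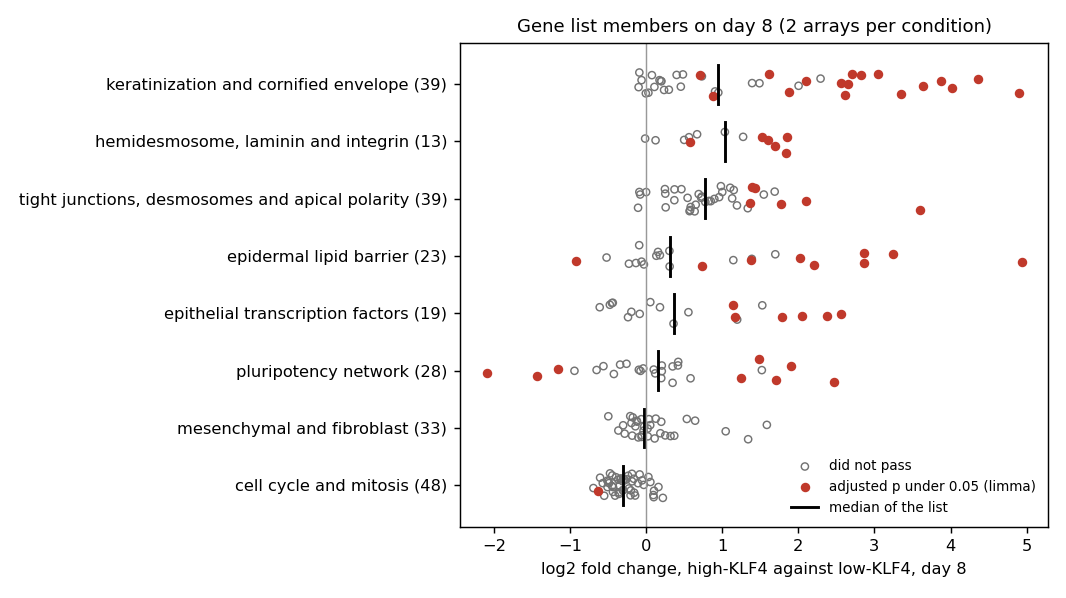
Log2 fold change of high-KLF4 against low-KLF4 cells on day 8 (horizontal axis) for the members of 8 gene lists, 1 point per gene with filled points past the limma test and a vertical bar at each list's median. The medians lie between 1.03 for hemidesmosome, laminin and integrin genes and -0.31 for cell cycle and mitosis genes.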

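The 622 probes that were 2-fold higher on day 8 in high-KLF4 cells were for the most part above low-KLF4 cells already on day 2 (579 of 622). Their median log2 difference between high-KLF4 and low-KLF4 was 0.64 on day 2, 1.05 on day 4, 1.46 on day 8 and 0.37 on day 18. On these days 192, 333, 622 and 119 of the probes were at least 2-fold higher in high-KLF4. Krt14 differed by 3.92 on day 2, 5.08 on day 4 and 2.10 on day 18, and Klk10 by 1.94, 4.20 and 3.52. In the high-KLF4 cells, 350 of the 622 probes had their highest signal on day 8, 111 on day 2, 85 on day 4 and 76 on day 18. The study chose the list on the day 8 arrays, so its day 8 values are not independent evidence.
The iPSC clones from high-KLF4 lay near mESCs, with a median log2 difference of 0.02 and 603 of the 622 probes within 2-fold. Against these clones the high-KLF4 cells had a median difference of 1.03 on day 2, 1.36 on day 4, 1.70 on day 8 and 0.67 on day 18. Krt14 had signals of 3780 and 5459 on day 8, 646.2 on day 18 and 101.4 and 112.7 in clones A10 and H10, and it fell from day 8 to the clones (log2 difference of 5.41 between day 8 and the clones, SE 0.18, adjusted p = 9.31e-07 from limma).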

Analysis of microarray data on days 2, 4, 6, 8, and 18 compared with MEF, iPSCs, and mouse embryonic stem cells (mESCs) revealed that these genes were transiently upregulated in the early phase of high-KLF4 reprogramming (Figure S1B). Of note, expression of sustained MET genes *Epcam* and *Cdh1* were similar between the low- and high-KLF4 conditions (Figure 1D). 

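Epcam and Cdh1, which encode the epithelial adhesion molecules EpCAM and E-cadherin, did not pass the test between high-KLF4 and low-KLF4 cells on day 8. Epcam (chromosome 17, 87635979 to 87651127) had signals of 1213 and 1041 in high-KLF4 and 1158 and 1235 in low-KLF4. Its log2 difference was -0.09 (SE 0.15, adjusted p = 0.856 from limma), with a 95% interval from -0.43 to 0.25. Cdh1 (chromosome 8, 106603350 to 106670247) had signals of 3338 and 4446 in high-KLF4 and 1829 and 3124 in low-KLF4, a difference of 0.69 (SE 0.24, limma adjusted p = 0.178, 95% interval from 0.15 to 1.23 before adjustment), and it was higher in high-KLF4 in both pairs of arrays with the same number. The test thus does not show that its levels were the same. With a block for the replicate number of the day 8 arrays, chosen after the results were seen, Cdh1 passed (limma adjusted p = 0.0063). With such a block in a fit of the 8 arrays of day 8, mESCs and keratinocytes, Cdh1 did not pass (adjusted p = 0.288). That fit assumes a replicate effect common to these groups, which their arrays did not show, so it is no check on the day 8 block. Without low-KLF4 day 8 replicate 2 the Cdh1 difference was 1.08 (adjusted p = 0.0267 from limma).
On the single arrays of the earlier days both genes had higher signals in high-KLF4. Cdh1 read 652.9 against 110.5 on day 2 and 2584 against 438.8 on day 4, and Epcam read 108.9 against 62.0 and 554.6 against 227.1. On day 18 the log2 differences were 0.14 for Cdh1 and 0.30 for Epcam. In the high-KLF4 iPSC clones Cdh1 read 3472 and 4195, and Epcam was higher than on day 8 (day 8 minus clones -1.09, SE 0.15, adjusted p = 0.00103 from limma). At each cassette's day 8, all 33 mesenchymal and fibroblast genes were lower on the array numbered 2 than on the array numbered 1, with medians of -1.74 in high-KLF4 and -1.96 in low-KLF4.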

Taken together, transient MET genes were specifically upregulated during the early phase of high-KLF4 reprogramming.

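Over days 2 to 18, Alox12b, Klk10 and Krt14 had the largest rises in high-KLF4 against low-KLF4 cells. This ranking covers only genes past the test whose arrays do not overlap between the cassettes. Alox12b rose by 4.39 on the log2 scale (SE 0.42, adjusted p = 0.0293 from limma). Mal, a membrane protein of apical transport, rose by 3.27 (SE 0.18, adjusted p = 0.0051), and the keratin genes Krt6a and Krt17 rose by 3.77 (SE 0.28, adjusted p = 0.0177) and 3.77 (SE 0.40, adjusted p = 0.042), in a limma fit of 5 against 5 mCherry+ arrays with day as a block. In this fit 37 probes rose and 1 fell (3718 at an unadjusted p under 0.05). The 1 that fell was H1f1, a linker histone gene. Also among the rises were Sprr1a, a cornified envelope precursor (2.84, SE 0.32), Mall (3.65, SE 0.31) and Nccrp1 (3.82, SE 0.45). Without low-KLF4 day 8 replicate 1, low-KLF4 day 8 replicate 2, high-KLF4 day 8 replicate 1 and high-KLF4 day 8 replicate 2, in this order, 7, 2, 3 and 10 probes rose and 0 fell, and without day 18, 105 rose and 14 fell. On the single arrays, 250 probes were at least 2-fold higher and 17 lower on day 2, 401 and 172 on day 4, and 210 and 25 on day 18.
Keratin genes and other epithelial genes were higher on day 8 than in the high-KLF4 iPSC clones. Krt6b was 6.51 higher on day 8 than in the clones (SE 0.21, limma adjusted p = 7.78e-07), and Ehf, an epithelial transcription factor gene, was 5.17 higher (SE 0.21, adjusted p = 2.11e-06). Of the 39 keratinization genes, 25 were higher on day 8 and 0 lower (28 higher when adjusted over the list alone), with a camera adjusted p of 2.74e-14 and adjusted p = 0.133 with an estimated correlation. Of the hemidesmosome, laminin and integrin genes, 9 of 13 were higher (11 when adjusted over the list alone; camera adjusted p = 1.46e-06, and adjusted p = 0.19 with an estimated correlation). Of the lipid barrier genes, 10 of 23 were higher and 2 lower (11 and 3 when adjusted over the list alone; camera adjusted p = 0.000298, and adjusted p = 0.19 with an estimated correlation). Of the tight junction, desmosome and polarity genes, 17 of 39 were higher and 1 lower (18 and 1 when adjusted over the list alone; camera adjusted p = 2.8e-06, and adjusted p = 0.529 with an estimated correlation). The pluripotency network ran the other way: 25 of 28 genes were lower on day 8 and 2 higher, the same counts as when adjusted over the list alone, with a camera adjusted p of 7.16e-17 and adjusted p = 0.00346 with an estimated correlation. Sox2 was lower by 5.11 (signals of 174.7 and 120.3 against 4755 and 5265). The 2 higher genes were Pou5f1 (1.09), which encodes the OCT3/4 of the cassettes, and Rexo2 (0.98). The probes of Pou5f1 and Sox2 also read any cassette transcript they match, which was not separated here. In all, limma called 3165 probes higher and 3446 lower on day 8 than in the clones. Without clone A10 these counts were 1815 and 2251, and without clone H10 they were 1782 and 1886.
Between the iPSC clones of the 2 cassettes, limma called 0 probes higher and 0 lower, with 224 at an unadjusted p under 0.05. The difference between the cassettes was itself larger on day 8 than in the clones for 157 of the 634 probes higher on day 8. From the genes higher on day 8, their time course and the similar Epcam and Cdh1 levels, the paper concludes that transient MET genes were specifically upregulated in the early phase of high-KLF4 reprogramming.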

The heterogeneity of reprogramming intermediates can be resolved using appropriate cell-surface markers (Buganim et al., 2012, Polo et al., 2012). We therefore aimed to identify cell-surface markers associated with transient MET. 

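Of the cell-surface genes assessed, Nt5e, Itga6 and Itgb4 rose on day 8 in high-KLF4 against low-KLF4 cells. Nt5e, which encodes the ecto-5'-nucleotidase CD73 (chromosome 9, 88327609 to 88372089), rose by 2.64 on the log2 scale (SE 0.27, adjusted p = 0.00164 from limma, n = 2 arrays each), with signals of 1686 and 3030 against 316.3 and 414.1. Itga6, the integrin α6 gene (chromosome 2, 71786886 to 71858427), rose by 1.6 (SE 0.23, limma adjusted p = 0.00784). Itgb4, the integrin β4 gene (chromosome 11, 115974725 to 116008412), rose by 1.52 (SE 0.28, limma adjusted p = 0.0217), with signals of 4176 and 6204 against 1302 and 2435, and without high-KLF4 day 8 replicate 2 its difference was 1.23 (adjusted p = 0.123). Itgb1, which encodes the other β subunit partner of α6, had a difference of 0.12 (SE 0.32, limma adjusted p = 0.92).
Against the high-KLF4 iPSC clones, Itgb4 was higher on day 8 by 4.38 and Nt5e by 3.74 (adjusted p = 2.26e-05 and 4.6e-05 from limma), while Itga6 differed by 0.38 (adjusted p = 0.261).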

From the 622 high-KLF4 specific genes (Figure 1D and Table S1), we assessed membrane proteins including integrin subunit β4 (ITGB4) and 5′-nucleotidase ecto (NT5E), which were used previously to plot reprogramming trajectories by mass cytometry (Lujan et al., 2015, Zunder et al., 2015), integrin subunit α6 (ITGA6), which is known to heterodimerize with β subunit ITGB4 or ITGB1 as a receptor for laminin (Takada et al., 2007), and TROP2, encoded by tumor-associated calcium signal transducer 2 (*Tacstd2*), with high amino acid sequence similarity (67%) to EpCAM (McDougall et al., 2015). Consistent with the microarray data (Figure 1D), EpCAM protein expression was detected by immunofluorescence in both low- and high-KLF4 on day 6, whereas TROP2 was only detected in high-KLF4 (Figure 1E). In the high-KLF4 condition, flow cytometry revealed that all markers were acutely upregulated in the early phase of reprogramming, while only EpCAM and TROP2 presented a bimodal distribution pattern (Figures 1F and S1C–S1F). Curiously, in contrast to the intermediate expression of EpCAM in low-KLF4 on day 8 (median fluorescence intensity [MFI], 3,500), expression in high-KLF4 reprogramming was bimodal, yet EpCAM-positive cells were more intense (MFI, 8,481) than that of mESCs (MFI 3,259). In cells from high-KLF4 which went on to acquire Nanog-GFP, EpCAM expression was reduced to mESC levels (MFI, 3,788) (Figure S1C), implying a fundamental difference in MET induction between low- and high-KLF4. TROP2 was specifically upregulated in high-KLF4 compared with low-KLF4 in the early phase (days 6–8), overlapping in part with SSEA-1 expression, but not with Nanog-GFP (Figure 1F). Only late mCherry^+^ cells retained TROP2 marker expression on day 18.

Supporting the connection between KLF4 stoichiometry and transient MET with TROP2 presentation, we observed a similar pattern of high TROP2 and low SSEA-1 among other high-KLF4 reprogramming systems (OSKM and MKOS) while low-KLF4 systems (STEMCCA, WTSI and EB-C5) had low TROP2 and high SSEA-1 (Figure S1G). To further characterize TROP2^−^ and TROP2^+^ populations, we carried out cell sorting at day 8, followed by global gene expression analysis (Figures 1G and S1H). Overall, the list of >2-fold upregulated genes in the TROP2^+^ population significantly enriched the GO terms related to biological processes of epithelial development and cell adhesion including “keratinization,” “establishment of skin barrier,” and “keratinocyte differentiation,” reminiscent of GO terms enriched in the high-KLF4 specific gene list and indicating enrichment from the total mCherry^+^ population (Figures 1D and 1H; Table S1). Moreover, *Epcam* and *Cdh1* displayed higher expression in TROP2^+^ than TROP2^−^, although the difference was only slightly more than 1.5-fold (Figure 1H). Based on these results, we propose TROP2 as a candidate marker for identification of the transient MET population in the early phase of high-KLF4 reprogramming.

### Evaluation of TROP2 as a Marker for Reprogramming

Next, we compared the reprogramming capacity of TROP2^+^ and TROP2^−^ populations from early (day 8) and late (day 14) reprogramming by cell sorting and extended culture (Figure 2A). By day 18, the Nanog-GFP^+^ proportion in the day 8-sorted TROP2^+^ culture was 1.5-fold higher than that of TROP2^–^ (29.8% versus 18.9%). On the contrary, TROP2^+^ sorting on day 14 could not enrich for cells with a high reprogramming capacity, while TROP2^−^ sorting showed a positive enrichment (3.67% versus 23.3%) (Figure 2B). Interestingly, flow-cytometry analysis of high-KLF4 at day 8 revealed that SSEA-1^+^ cells are enriched nearly 3-fold in the TROP2^+^ population compared with TROP2^−^ (Figure 2C). These results suggest that TROP2 expression in the early phase indicates reprogramming progression, whereas cells that retain TROP2 expression in the late phase lose their reprogramming capacity.

**Figure 2:**
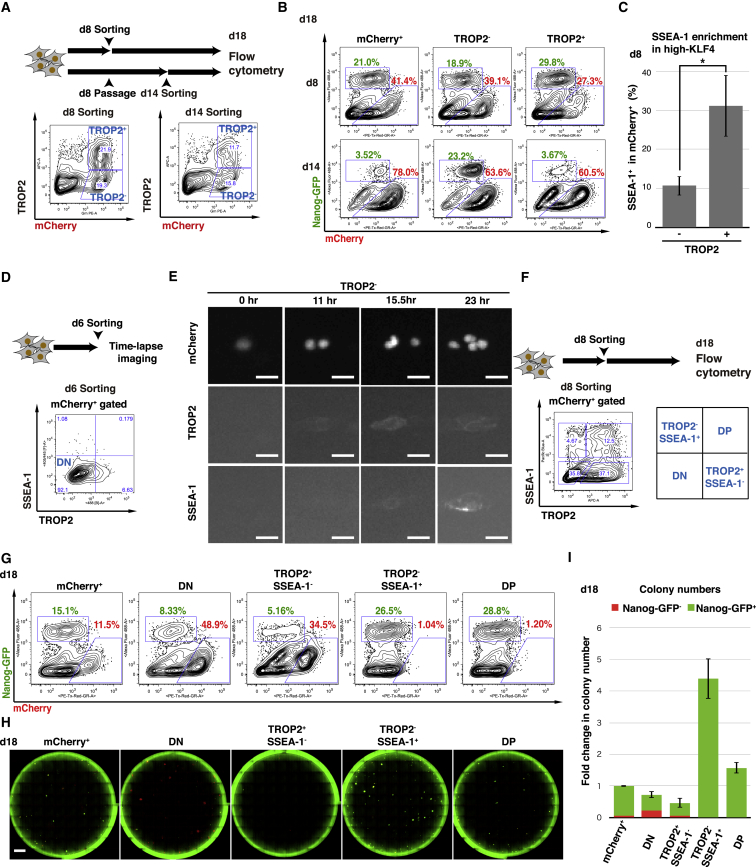
Transient TROP2 Is an Earlier Marker than SSEA-1 (A) Gating scheme for TROP2 cell sorting from high-KLF4 reprogramming on day 8 and day 14. (B) Flow-cytometry analysis on day 18 for Nanog-GFP and mCherry from each day 8 or day 14 sorted population. (C) Proportion of SSEA-1^+^ cells in TROP2^−^ and TROP2^+^ populations at day 8 of high-KLF4 reprogramming. Means ± SD for eight independent experiments. ^∗^p < 0.05, Student’s t test. (D) Gating scheme for TROP2^−^SSEA-1^−^ (DN) cell sorting from high-KLF4 reprogramming on day 6. (E) Live fluorescence microscopy images of nuclear mCherry, TROP2, and SSEA-1 at the indicated time points after cell sorting and replating of TROP2^−^ cells on day 6. Scale bars, 25 μm. (F) Gating scheme for DN, TROP2^+^SSEA-1^−^, TROP2^−^SSEA-1^+^, and DP cell sorting from high-KLF4 reprogramming on day 8. (G) Flow-cytometry analysis on day 18 for Nanog-GFP and mCherry from each day 8 sorted population. (H) Whole-well fluorescence microscopy images on day 18 for Nanog-GFP and mCherry from each day 8 sorted population. Scale bars, 4,000 μm. (I) Quantification of Nanog-GFP^−^ and Nanog-GFP^+^ colony numbers at day 18 from each day 8 sorted population. All colony numbers are normalized to mCherry^+^. Means ± SD for three independent experiments.

In contrast to EpCAM, which is expressed earlier and more uniformly in SSEA-1-positive cells from high-KLF4 (Figure S1C), the bimodal distribution pattern of TROP2 in both mCherry^+^ and SSEA-1^+^ cell fractions (Figure 1F) as well as a similar timing of emergence on day 8 prevented us from determining the timing of cell-surface marker transition. To clarify the order of TROP2 and SSEA-1 presentation, we isolated double-negative (DN) cells on day 6 and performed live antibody staining with time-lapse microscopy over 3 days (Figure 2D and Video S1). Eleven hours after sorting, mCherry^+^ cells started to express TROP2 but remained SSEA-1 (Figure 2E). An additional ∼6–12 hr later, TROP2^+^ colonies (18/20) started to express SSEA-1, with an apparent decrease in TROP2. Similarly, sequential cell-surface marker presentation was observed for TROP2^+^ cells (Video S1). These results indicate that the majority of high-KLF4 reprogramming cells sequentially present TROP2 and then SSEA-1.

Video S1. Cell-Surface Marker Transition, Related to Figure 2

To functionally evaluate the conversion from TROP2^+^ toward SSEA-1^+^ as predictors of reprogramming capacity in the high-KLF4 condition, we performed cell sorting on day 8 for DN, TROP2^+^SSEA-1^−^, TROP2^−^SSEA-1^+^, and double-positive (DP) populations (Figures 2F and S2A). We then quantified the reprogramming capacity of sorted cells by continuous culture in parallel with bulk mCherry^+^ cells. Proportions of Nanog-GFP^+^ and mCherry^+^ cells on day 18 revealed that DN and TROP2^+^SSEA-1^−^ populations possessed a lower capacity to become Nanog-GFP^+^ than the bulk mCherry^+^ population (Figure 2G), indicating that a majority of cells from these populations fail to reprogram, a conclusion supported by the retention of mCherry^+^ expression in cultures from DN and TROP2^+^SSEA-1^−^ fractions (Figure 2G). Although the proportion of mCherry^+^ cells was comparable between DN and TROP2^+^SSEA-1^−^ populations, total colony numbers and cell numbers were limited in TROP2^+^SSEA-1^−^ population (Figures 2H, 2I, and S2B). On the contrary, TROP2^−^SSEA-1^+^ and DP populations possessed a higher capacity to produce Nanog-GFP^+^ cells (26.5% and 28.8%, respectively) with essentially no mCherry^+^ cells (<1.5%) (Figure 2G), indicating that SSEA-1 is a predictive marker of reprogramming in the high-KLF4 condition. Consistent with the difference between DN and TROP2^+^SSEA-1^−^, total Nanog-GFP^+^ colony numbers for TROP2^−^SSEA-1^+^ were nearly double that of DP (Figures 2H and 2I). These results support that cell-surface marker transition (TROP2^+^SSEA-1^−^ > DP > TROP2^−^SSEA-1^+^) is required for successful reprogramming progression, as predicted by live cell imaging (Figure 2E). Moreover, these data indicate that TROP2 may be used to identify a distinct intermediate cell population in reprogramming, prior to SSEA-1 presentation.

### Identification of Transient MET Regulators by CRISPR/Cas9 Candidate Screen

To evaluate the role of the transient MET response in the acquisition of pluripotency, we aimed to identify transcriptional regulators of high-KLF4 MET induction among transiently upregulated genes (Figure 1D). We further refined the list of 622 high-KLF4 specific genes (Figure 3A, green) through comparison with keratinocyte (blue, included) or mESC (red, excluded) gene lists. As a result, 176 genes were identified (160 + 16). 

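The 200 genes of Table S2 lay close to their mESC level in iPSCs and above it in high-KLF4 cells on day 8 and in keratinocytes. On day 8 high-KLF4 cells, 199 of the 200 probes were above mESCs on average, 184 by at least 2-fold, with a median log2 difference of 1.95. For 196 probes both day 8 arrays were above both mESC arrays. In keratinocytes 197 of the 200 were above mESCs, 188 of them by at least 2-fold, with a median of 2.96. Ehf, an ETS family gene of epithelial cells (chromosome 2, 103263431 to 103303275), read 2806 and 2987 on day 8, 2205 and 1496 in keratinocytes and 103.0 and 81.1 in mESCs. Cldn4 read 3675 and 6992 on day 8, 10905 and 9126 in keratinocytes and 1226 and 1046 in mESCs, but with 2678 and 2833 in the high-KLF4 clones it was an exception that stayed above mESCs, and its difference between day 8 and the clones did not pass limma (0.88, adjusted p = 0.212). For 62 of the 200 probes the day 8 average was above that of keratinocytes. The study chose the list on these arrays, so the counts are not independent evidence of its direction.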

An additional 24 genes shared between high-KLF4, keratinocytes, and mESCs were also included, as their expression in high-KLF4 reprogramming on day 8 transiently exceeded that of mESCs (Figure 3A), resulting in a total of 200 genes (Table S2). Furthermore, transient expression specific to the high-KLF4 condition was confirmed throughout the 18-day reprogramming period (Figure 3B), where expression peaked at day 8 and was retained in mCherry^+^ cells on day 18, while iPSCs silenced gene expression similarly to mESCs. 

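Among the sorted cells, the 200 transient MET genes had their highest average in high-KLF4 cells on day 8, and they were low in both sets of iPSC clones. On the scale of log2 signal minus each probe's median over the 18 arrays, the list's median in high-KLF4 cells was 0.49 on day 2, 1.05 on day 4, 1.08 and 2.01 on the 2 day 8 arrays and 0.59 on day 18. In low-KLF4 cells it was -0.11, -0.27, -0.14 and -0.02, and -0.04 on the same days. The iPSC clones lay between -0.37 and -0.27, mESCs at -0.37 and -0.35, and keratinocytes at 2.40 and 2.27. The day 8 high-KLF4 mean was 1.55 ± 0.65 (SD, n = 2 arrays), so the single arrays of days 2, 4 and 18 lay within 2 SD of it, and the first day 8 array lay near the day 4 array. Its distance of 1.84 from the high-KLF4 clones was more than 2 SD.
Probe by probe, 131 of the 200 had their highest high-KLF4 signal on day 8, 28 on day 18, 23 on day 2 and 18 on day 4. At least 2-fold above the high-KLF4 iPSC clones were 179 probes on day 8 and 109 on day 18. The clones lay within 2-fold of mESCs for 197 of the 200. Krt6a, a keratin of activated epidermis, read 1663 and 2547 on day 8 and 565.7 on day 18, and 44.6 and 48.3 in the clones (log2 difference between day 8 and clones 5.47, SE 0.20, adjusted p = 1.46e-06 from limma). Mal read 2942 and 5408 on day 8, 1854 on day 18 and 108.2 and 98.6 in the clones. The list was chosen on the day 8 arrays and is not independent evidence of a day 8 peak.

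**Figure D2:**
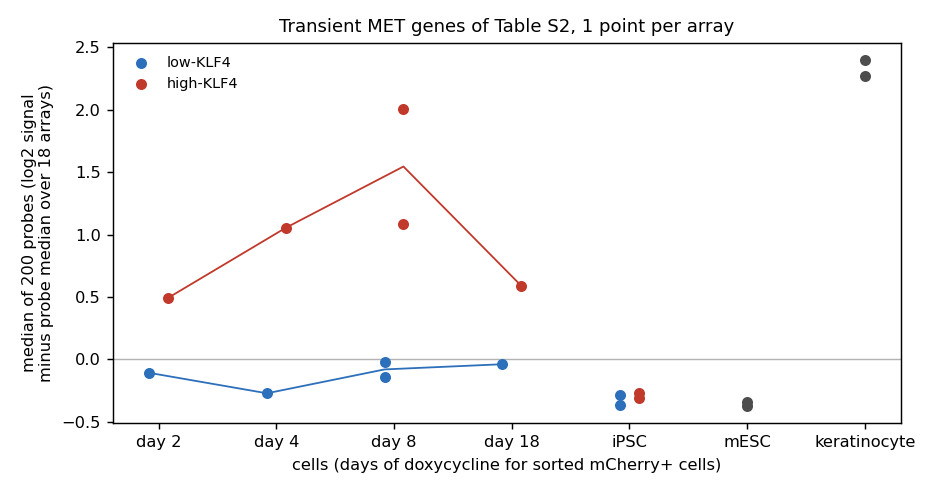
Median over the 200 transient MET genes of the log2 signal minus each probe's median over 18 arrays (vertical axis), 1 point per array, by day of doxycycline or cell type (horizontal axis), where lines join the means of the low-KLF4 (blue) and high-KLF4 (red) cells. The day 8 high-KLF4 arrays sit at 1.08 and 2.01 and the iPSC clones between -0.37 and -0.27.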

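Of the 7 transcription factor genes Ehf, Elf5, Mxd1, Nfe2l3, Ovol1, Pyhin1 and Tead4, 5 rose on day 8 in high-KLF4 against low-KLF4 cells. Ehf rose by 2.38 on the log2 scale (SE 0.21, adjusted p = 0.000935 from limma, n = 2 arrays each), with 577.0 and 539.2 in low-KLF4. Ovol1, a zinc finger repressor of skin and germ cells (chromosome 19, 5549137 to 5560575), rose by 2.04 (SE 0.34, limma adjusted p = 0.0157), from 147.4 and 173.7 to 445.2 and 974.1. Without low-KLF4 day 8 replicate 2 its difference was 2.16 (limma adjusted p = 0.0512). The probe listed as Pyhin1 in Table S2 is named Ifi209, an interferon-inducible gene, in the annotation used here. It rose by 2.56 (SE 0.45, limma adjusted p = 0.0183), and without low-KLF4 day 8 replicate 2 the difference was 2.65 (adjusted p = 0.0632). Elf5 rose by 1.78 (SE 0.38, limma adjusted p = 0.0424) and Tead4 by 1.13 (SE 0.23, adjusted p = 0.0323). A limma fit of the 8 arrays of day 8, mESCs and keratinocytes, with a block for the replicate number, kept Ehf (adjusted p = 0.0178). In it Ovol1, Ifi209, Elf5 and Tead4 did not pass (adjusted p = 0.125, 0.127, 0.183 and 0.154). That fit also has fewer arrays, so the losses cannot be put down to the block. The block itself assumes a replicate effect common to day 8, mESCs and keratinocytes, which their arrays did not show. Without low-KLF4 day 8 replicate 1, low-KLF4 day 8 replicate 2 and high-KLF4 day 8 replicate 2, in this order, Elf5 had an adjusted p of 0.098, 0.0574 and 0.139 from limma, and Tead4 had 0.0651 without low-KLF4 day 8 replicate 1 and 0.161 without high-KLF4 day 8 replicate 2.
The other 2 did not pass. Mxd1 had a difference of 1.53 (SE 0.44, adjusted p = 0.106) and Nfe2l3 of 1.20 (SE 0.29, adjusted p = 0.0621 from limma). With the block for the day 8 arrays, chosen after the results were seen, both passed (limma adjusted p = 0.00679 and 0.00481). With the block over the 8 arrays neither passed (adjusted p = 0.289 and 0.235), which for the same reason is no check on the day 8 block. Without high-KLF4 day 8 replicate 1, Mxd1 reached 2.25 (limma adjusted p = 0.00577) and Nfe2l3 1.64 (adjusted p = 0.00587), and Nfe2l3 had an adjusted p of 0.0444 without the dimmest 30% of the probes and 0.0487 after a second quantile normalization. Against the high-KLF4 iPSC clones, all 7 were higher on day 8, from 1.66 for Tead4 (adjusted p = 0.00114 from limma) to 5.17 for Ehf.
Ovol1 read 237.3, 506.4 and 340.6 on days 2, 4 and 18 in high-KLF4 and 95, 103.3 and 118.7 in low-KLF4. The iPSC clones lay between 79.5 and 102.4 for this gene, mESCs at 105.6 and 91.9 and keratinocytes at 1408 and 943.5. Elf5 read 617.3 on day 18 in high-KLF4, between its day 8 signals of 281.0 and 665.5, and 184.6 and 124.1 in keratinocytes. Of 19 measured epithelial transcription factor genes, 6 rose and 0 fell (8 when adjusted over the list alone; camera adjusted p = 0.00151, and adjusted p = 0.329 with an estimated correlation). The camera adjusted p was 0.135 without low-KLF4 day 8 replicate 1 and 0.0561 without high-KLF4 day 8 replicate 2. In the list, 8 members are in Tables S1 and S2, chosen by the study on these samples, and are not independent evidence. Against the iPSC clones, 9 of the 19 were higher and 3 lower, with the same counts when adjusted over the list alone (camera adjusted p = 0.0168, and adjusted p = 0.529 with an estimated correlation).

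**Figure D3:**
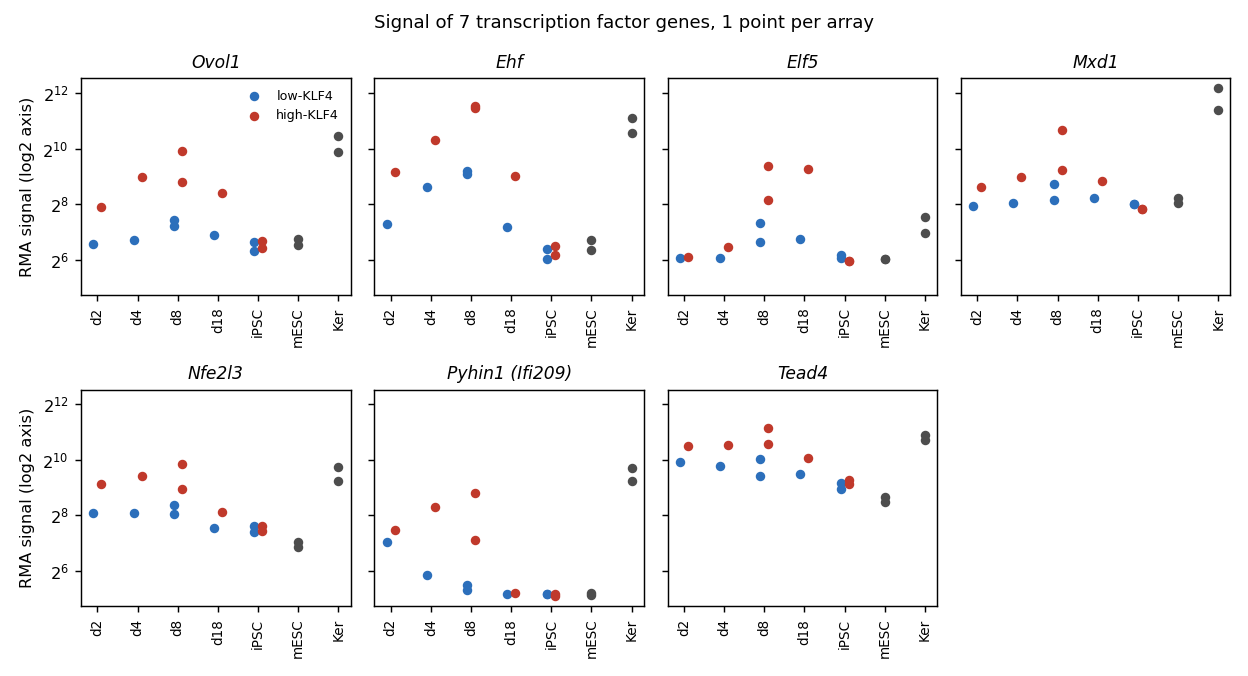
RMA signal on a log2 axis (vertical) of the 7 transcription factor genes, 1 point per array, for days 2, 4, 8 and 18, iPSC clones, mESCs and keratinocytes (horizontal axis), with low-KLF4 in blue, high-KLF4 in red and cells without a cassette in grey. In the Ovol1 panel the day 8 high-KLF4 arrays sit at 445.2 and 974.1 and the low-KLF4 arrays at 147.4 and 173.7.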

Eight genes encoding transcription factors (*Ehf*, *Elf5*, *Irf6*, *Mxd1*, *Nfe2l3*, *Ovol1*, *Pyhin1*, and *Tead4*) were selected from the list of 200 transient MET genes using the GO term “sequence-specific DNA binding transcription factor activity.” Interestingly, most of the candidate transcription factors, including EHF (Albino et al., 2012), ELF5 (Chakrabarti et al., 2012), IRF6 (Richardson et al., 2006), MXD1 (Werner et al., 2001), NFE2L3 (Chevillard and Blank, 2011), OVOL1 (Roca et al., 2013), and TEAD4 (Zhang et al., 2011), are expressed in the epidermis with known roles in maintaining epithelial cell characteristics or regulating wound healing. Our analysis, therefore, established a list of genes expressed in the high-KLF4 condition, which are unique and transient compared with sustained MET genes.

**Figure 3:**
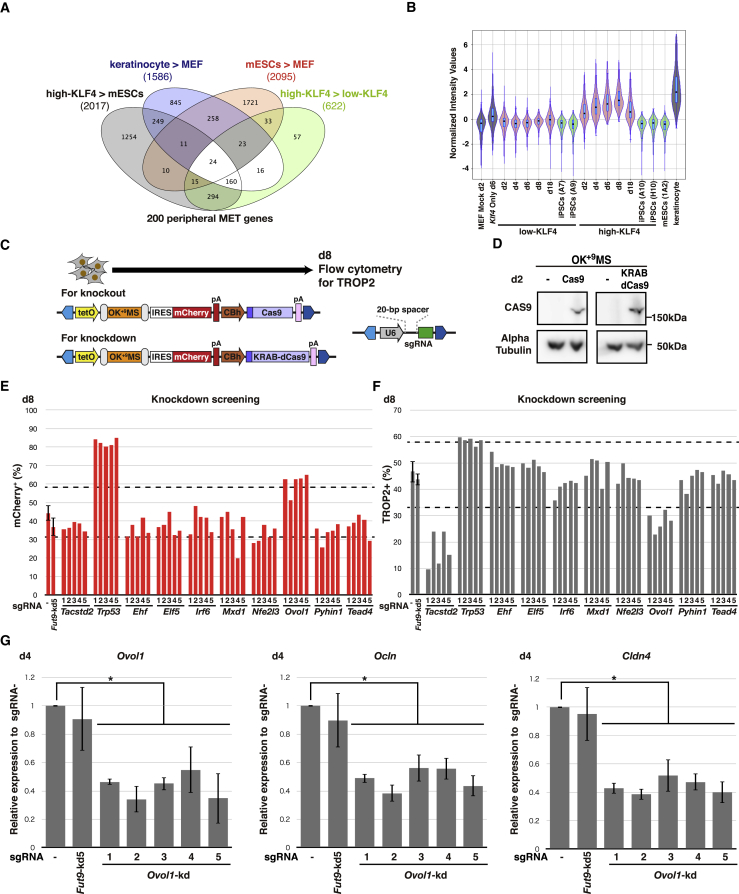
CRISPR/Cas Screening Reveals OVOL1 as a Transient MET Regulator at Reprogramming Initiation (A) Venn diagram from day 8 microarray analysis. Total numbers of genes with a 2-fold expression difference in crosswise comparisons of mESCs versus MEFs (red), high-KLF4 versus low-KLF4 (green), keratinocytes versus MEFs (blue), or high-KLF4 versus mESCs (gray) are shown. (B) Violin plot of normalized intensity values for transient MET genes in low- or high-KLF4 reprogramming processes. The box plot displays the median, 25th, and 75th percentiles. (C) Addition of constitutive CBh promoter-driven Cas9 or KRAB-dCas9 with FLAG tag on N-terminal region to PB reprogramming vectors. PB vectors for U6 promoter-driven sgRNA expression were constructed and delivered separately. (D) Western blot analysis of CAS9 and KRAB-dCAS9 in OK^+9^MS (high-KLF4)-transfected MEFs cultured for 2 days with or without CBh-driven Cas9 or KRAB-dCas9. Α-Tubulin was used as a loading control. Data for additional days are provided in Figure S3A. (E) Proportions of mCherry^+^ cells by flow-cytometry analysis on day 8 with target gene knockdown. Dotted lines show the mean for sgRNA^−^ ± 3 SD used as screening thresholds. Means ±SD for ten independent experiments for sgRNA^−^ and *Fut9* sgRNA samples. For other sgRNAs, n = 1. (F) Proportions of TROP2^+^ cells by flow-cytometry analysis on day 8 with target gene knockdown. Dotted lines show the mean for sgRNA^−^ ± 3 SD used as screening thresholds. Means ± SD for ten independent experiments for sgRNA^−^ and *Fut9* sgRNA samples. For other sgRNAs, n = 1. (G) qRT-PCR analysis for *Ovol1*, *Cldn4*, and *Ocln* following *Ovol1* knockdown in high-KLF4 on day 4. *Fut9*-kd5 was used as a control. All mRNA levels are normalized to Gapdh and relative to sgRNA^−^. Means ± SD for three independent experiments. ^∗^p < 0.05. Student’s t test.

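Most genes higher in high-KLF4 than in low-KLF4 cells on day 8 were also higher than in mESCs. Krt16, a keratin gene, read 72.7 and 58.3 in mESCs and 3011 and 3460 in keratinocytes, and Klk10 read 243.1 and 211.7 in mESCs and 2649 and 3493 in keratinocytes. On day 8, 2017 of 28853 probes were at least 2-fold higher in high-KLF4 cells than in mESCs on average. They included 493 of the 622 probes that were 2-fold higher than in low-KLF4 cells. Independent lists of these sizes would share 43.5, but the 2 comparisons share the high-KLF4 arrays, so this is not their level without an effect. In 100 simulations without an effect the list against low-KLF4 held 70.48 probes on average and the overlap 19.96, and these lists are too short to set against 493 of 622. In keratinocytes, 260 of the 622 probes were at least 2-fold above mESCs. Without high-KLF4 day 8 replicate 1 the overlap was 846 of 1063 probes, a similar share of a longer list. The sets that need MEF arrays were not analysed here.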

We employed *Streptococcus pyogenes* CRISPR/Cas (Cas9) nuclease and interference systems for selected transcription factor gene knockout or knockdown during reprogramming (Figure 3C). To ensure that Cas9 activity was limited to reprogramming cells, we included a CBh promoter-driven expression cassette for Cas9 nuclease or the KRAB repression domain fused to nuclease-dead Cas9 (KRAB-dCas9) within the PB reprogramming vectors (Figure 3C). CAS9 and KRAB-dCAS9 protein expression in both low-KLF4 and high-KLF4 conditions were detected by western blot in bulk culture on day 2 (Figure 3D). Protein levels for CAS9 and KRAB-dCAS9 decreased after day 4 in the high-KLF4 condition and after day 8 for low-KLF4 (Figure S3A). As a demonstration of Cas9- and KRAB-dCas9-mediated gene regulation, we targeted α1,3-fucosyltransferase IX (*Fut9*), the key enzyme for SSEA-1 synthesis (Kudo et al., 2004). Previously published single guide RNA (sgRNA) libraries were used to select *Fut9* sgRNA sequences (*Fut9*-ko1–ko5 for knockout and *Fut9*-kd1, -kd2, -kd4, and -kd5 for knockdown, Figure S3B) (Horlbeck et al., 2016, Koike-Yusa et al., 2014). Both systems robustly suppressed SSEA-1 presentation on day 8 (Figure S3C). Comparison of day 8 with day 18 revealed that, in marked contrast to the permanent loss of SSEA-1 by Cas9-mediated gene knockout, KRAB-dCas9-mediated gene knockdown diminished over time due to the silencing of KRAB-dCas9 expression in the later phase of reprogramming (Figure S3D). Finally, we confirmed that expression of Cas9 or KRAB-dCas9, with or without *Fut9* sgRNAs, has no effect on reprogramming efficiency by assessing mCherry and Nanog-GFP reprogramming outcomes (Figure S3E).

Acute early-phase KRAB-dCas9 knockdown was deemed appropriate for screening transient MET regulators, while avoiding potentially complex phenotypes arising from a diverse mutation spectrum induced by Cas9 (Mandegar et al., 2016). We employed TROP2 as a measure of perturbed transient MET induction, and screened five different sgRNAs (kd1–kd5) per candidate gene at the start of high-KLF4 KRAB-dCas9 reprogramming, with no-sgRNA (sgRNA^−^) or *Fut*9-kd5 transfected cells as negative controls. We included sgRNAs for *Trp53* and *Tacstd2* in the screen as positive controls, as p53 suppresses cell proliferation mediated by p21 during reprogramming (Hong et al., 2009). At day 8, we assessed differences in mCherry^+^ and TROP2^+^ proportions by flow-cytometry analysis. All five *Trp53* sgRNAs induced a 35%–40% increase in mCherry^+^ cells at day 8 (Figure 3E), suggesting increased cell proliferation consistent with previous reports. Furthermore, all five *Tacstd2* sgRNAs decreased the TROP2^+^ cell population by 20%–35% without affecting the mCherry^+^ proportion (Figures 3E and 3F), suggesting that *Tacstd2* itself may not have any functional role in early reprogramming. Among the eight selected genes, only *Ovol1* knockdown consistently resulted in a statistically significant increase in the mCherry^+^ population (Figures 3E, S4A, and S4B) and reduction in the TROP2^+^ population (Figures 3F and S4C).

Given the results from TROP2-based screening and known role of OVOL1 in regulating epidermal differentiation (Lee et al., 2014), we asked whether knockdown of *Ovol1* also inhibits the induction of transient MET genes. Using qRT-PCR we analyzed the expression of *Cldn4* and *Ocln*, representative transient MET genes in high-KLF4 (Table S2) previously described in the initial characterization of the MET process (Li et al., 2010, Samavarchi-Tehrani et al., 2010). qRT-PCR analysis revealed that *Ovol1* suppression by knockdown was accompanied by a significant decrease in both *Cldn4* and *Ocln* expression (Figure 3G). Interestingly, in response to *Ovol1* knockdown, EpCAM expression levels measured by flow-cytometry analysis decreased to match the expression levels observed in mESCs (Figure S4D). Overall, these results suggest that OVOL1 regulates aspects of transient MET that contribute to the identity of high-KLF4 reprogramming intermediates.

### *Ovol1* Knockdown Increases Both Failed and Fully Reprogrammed Colony Numbers

Next, we aimed to reveal the effect of *Ovol1* knockdown on final reprogramming efficiencies. In contrast to our initial hypothesis that transient MET induction may have a positive effect on the acquisition of pluripotency, no obvious change was observed in the proportion of Nanog-GFP^+^ cells by flow-cytometry analysis, while mCherry^+^ cells increased substantially (Figures 4A and S5A). Interestingly, quantification of whole-well images from day 18 cultures revealed a significant increase in Nanog-GFP^+^ and large mCherry^+^ colonies, a result consistent across all five *Ovol1* sgRNAs (Figures 4B, 4C, and S5B) and corroborating the increase in mCherry^+^ cells noted at day 8 in the knockdown screen.

**Figure 4:**
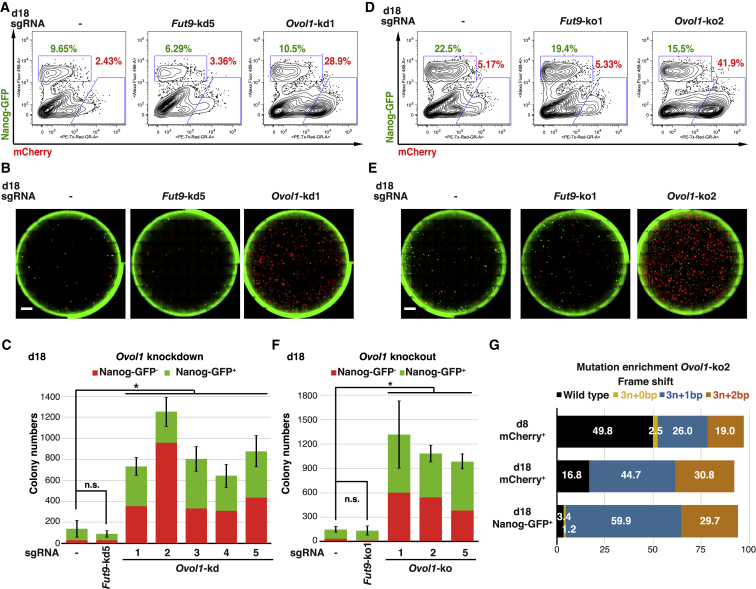
*Ovol1* Knockdown Increases the Total Colony Numbers (A) Flow-cytometry analysis on day 18 for Nanog-GFP and mCherry following *Ovol1* knockdown in high-KLF4. See also Figure S5A. (B) Whole-well fluorescence microscopy images for Nanog-GFP and mCherry on day 18 following *Ovol1* knockdown in high-KLF4. Scale bars, 4,000 μm. See also Figure S5B. (C) Quantification of Nanog-GFP^−^ and Nanog-GFP^+^ colony numbers on day 18 following *Ovol1* knockdown in high-KLF4. Means ± SD for total colonies from four independent experiments. ^∗^p < 0.05. Student’s t test. (D) Flow-cytometry analysis on day 18 for Nanog-GFP and mCherry following *Ovol1* knockout in high-KLF4. See also Figure S5C. (E) Whole-well fluorescence microscopy images for Nanog-GFP and mCherry on day 18 following *Ovol1* knockout in high-KLF4. Scale bars, 4,000 μm. See also Figure S5D. (F) Quantification of Nanog-GFP^−^ and Nanog-GFP^+^ colony numbers on day 18 following *Ovol1* knockout in high-KLF4. Means ± SD for total colonies from three independent experiments. ^∗^p < 0.05. Student’s t test. (G) Distribution of mutation frequencies predicted by TIDE in day 8 mCherry^+^, day 18 mCherry^+^, and day 18 Nanog-GFP^+^ populations following *Ovol1* knockout in high-KLF4. Mutant alleles were categorized based on a resulting in-frame indels 3n + 0 bp (yellow), frameshifted indels 3n + 1 bp (blue), or 3n + 2 bp (orange). Wild-type (black) alleles showed no indel. Data are representative of two independent experiments. See also Figure S5E.

To validate our knockdown data, we performed *Ovol1* knockout using Cas9. We selected three sgRNAs (*Ovol*-ko1, -ko2, and -ko5) based on their target sites (Figure S4A). Consistent with the knockdown result, *Ovol1* knockout with any of the three sgRNAs led to an overall increase in both mCherry^+^ and Nanog-GFP^+^ colonies on day 18, while by flow-cytometry analysis the proportion of mCherry^+^ cells grew measurably (Figures 4D–4F, S5C, and S5D). To reveal the link between insertion or deletion mutations (indels) and phenotype, we performed cell sorting for mCherry^+^ on day 8 and for mCherry^+^ or Nanog-GFP^+^ on day 18, followed by PCR and Sanger sequencing of target sites. We estimated indel types and frequencies in each population by employing computational sequence trace decomposition (TIDE) from mixed PCR amplicons (Brinkman et al., 2014), and classified the results based on no mutation (WT), in-frame indels (3n + 0 bp), or frameshifted indels (3n + 1 or +2 bp). Indel rates in the mCherry^+^ fraction ranged from 50% (*Ovol*-ko2) to 90% (*Ovol*-ko5) on day 8 (Figures 4G and S5E). Intriguingly, indels resulting in a 1- or 2-bp frameshift were enriched in both the mCherry^+^ and Nanog-GFP^+^ populations by day 18, while WT alleles were depleted in both populations across all three sgRNA treatments (Figures 4G and S5E), indicating that not only is OVOL1 activity unnecessary for the acquisition of pluripotency, but its knockout also provides a selective advantage to reprogramming intermediates. For *Ovol1*-ko1, zero-frameshift indels were also observed to increase in both day 18 populations (Figure S5E), highlighting the importance of the OVOL1 zinc-finger domains in mediating the OVOL1 phenotype (Figure S4A). Taken together, these results indicate that OVOL1 suppression allows for an overall higher proliferation rate in high-KLF4 reprogramming, with a particularly strong effect on the expansion of failed reprogramming cells.

### OVOL1 Regulates Proliferation of Intermediates in High-KLF4 Reprogramming

Finally, we aimed to identify the mechanism by which *Ovol1* knockdown results in a robust expansion of mCherry^+^ cells. OVOL1 is known to suppress target genes through histone deacetylase recruitment (Nair et al., 2007). Based on this repressor function of OVOL1, we identified genes that were negatively correlated with *Ovol1* expression in the high-KLF4 condition. Negatively correlated genes showed an enrichment of GO terms related to cell proliferation including “cell division,” “cell cycle,” and “mitotic nuclear division” (Figure 5A and Table S3). These results are consistent with binding of OVOL1 to the *c-Myc* promoter in overexpression assays (Nair et al., 2006), and an observed increase in mCherry^+^ cells at day 8 and total colony numbers at day 18 following *Ovol1* knockdown (Figures 3E and 4C). Moreover, total cell numbers on day 8 following *Trp53* or *Ovol1* knockdown were significantly increased compared with sgRNA^−^ or *Fut9* knockdown (Figure 5B). 

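Genes of DNA replication and mitosis were among those that ran against Ovol1 when the iPSC clones were included, and their excess was lost without the clones. Of 48 measured cell cycle and mitosis genes, 8 had a Pearson correlation with Ovol1 of -0.9 or below over 6 high-KLF4 arrays (days 2 and 4, both day 8 arrays and clones A10 and H10). This is 16.7% of the list, against 1024 of 19938 genes or 5.1% (Fisher's exact test, one-sided, p = 0.00285, adjusted p = 0.0456 over 16 lists). The exact test treats genes as independent. The correlation between genes of this list was estimated at 0.665 in camera, so the test can overstate the excess. The 8 genes were Bub3 of the spindle checkpoint, Cenpa of the centromere, Birc5 and Ube2c of mitosis, Ccne1 of the entry into S phase, Gins2 of the replication helicase and Rrm2 and Tyms of nucleotide synthesis. Ccne1, the cyclin E1 gene (chromosome 7, 38097984 to 38107490), read 1860 on day 2, 1691 on day 4, 1091 and 1249 on day 8 and 4276 and 4116 in the clones. Gins2 read 847.6, 570.9, 508.1 and 524.8, and 1103 and 1526 in the clones. Bub3 read 1827, 1703, 1688 and 1663, and 2196 and 2383 in the clones. Of the 48 genes, 44 were higher in the clones than on day 8 and 22 were higher on day 8 than on day 2. Without the 2 clones, an alternative chosen after seeing the data, 2 of the 48 (4.2%) were at -0.9 or below, against 2718 of 19938 genes (13.6%).
Of the other lists, neural markers had 3 of 15 members at -0.9 or below (exact p = 0.0387, adjusted p = 0.31), and 0 of 39 keratinization genes and 0 of 18 growth arrest and p53 response genes were.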

5-Ethynyl-2′-deoxyuridine (EdU) labeling for proliferating cells revealed a significant increase in EdU incorporation in the mCherry^+^ population following *Ovol1* knockdown, while EdU incorporation in the mCherry^−^ population remained unchanged (Figure 5C). Therefore, reprogramming intermediates display improved proliferation when OVOL1 is suppressed.

**Figure 5:**
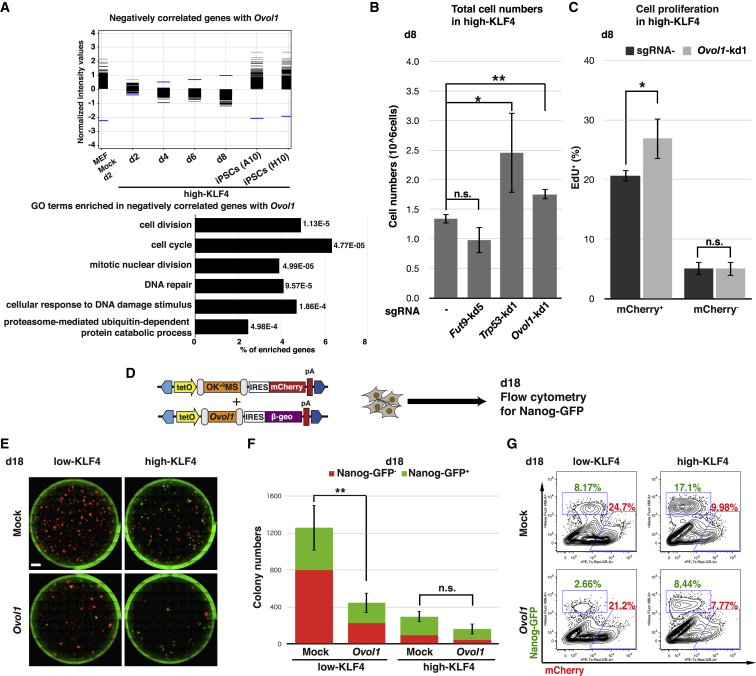
OVOL1 Regulates Cell Proliferation in High-KLF4 Intermediates (A) (Top) Expression level of 607 genes (black), which are negatively correlated with *Ovol1* expression (blue) during high-KLF4 reprogramming. The gene set was derived using GeneSpring's “find similar entities” analysis with a correlation cutoff range of −1.0 ≤ r ≤ −0.9. (Bottom) GO term analysis of negatively correlated genes, arranged in order of p value and indicating the proportion of genes represented for each enriched GO term. (B) Total cell numbers on day 8 following gene knockdown in high-KLF4. Means ± SD for three independent experiments (Student’s t test for each sgRNA versus sgRNA^−^, *Fut9*-kd5, p = 0.056; *Trp53*-kd1, p = 0.047; *Ovol1*-kd1, p = 0.0043). ^∗^p < 0.05, ^∗∗^p < 0.01. (C) Flow-cytometry analysis of EdU incorporation in mCherry^+^ and mCherry^−^ cells for each sgRNA^−^ (black) and *Ovol1*-kd1 (gray) in high-KLF4 on day 8. Means ± SD for three independent experiments (Student’s t test *Ovol1*-kd1 versus sgRNA^−^ in each mCherry^+^ and mCherry^−^, in mCherry^+^, p = 0.038; in mCherry^−^, p = 0.93). ^∗^p < 0.05. (D) Scheme for *Ovol1* overexpression experiments. PB-TAB expression vectors were co-transfected with OKMS (low-KLF4) or OK^+9^MS (high-KLF4) plasmid. Reprogramming efficiencies were analyzed on day 18 without day 8 passage. (E) Whole-well fluorescence microscopy images for Nanog-GFP and mCherry on day 18 following overexpression of *Ovol1* in low- and high-KLF4. Scale bars, 4,000 μm. (F) Quantification of Nanog-GFP^−^ and Nanog-GFP^+^ colony numbers on day 18 following overexpression of *Ovol1* in low- and high-KLF4. Means ± SD for total colonies from three independent experiments (Student’s t test, *Ovol1* versus mock in low-KLF4, p = 0.0063; *Ovol1* versus mock in high-KLF4, p = 0.052). ^∗∗^p < 0.01. (G) Flow-cytometry analysis on day 18 for Nanog-GFP and mCherry following overexpression of *Ovol1* in low- and high-KLF4.

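Genes of the cell cycle such as Ccne1, Bub3, Tyms and Gins2 were among the probes that ran against Ovol1 here and in Table S3. Over 6 arrays, 1468 of 28852 probes correlated with Ovol1 at -0.9 or below on the log2 scale, and 338 of the 607 genes of Table S3 (55.7%) were among them. The median correlation of the 607 was -0.91, and 588 of them were higher in both iPSC clones than on both day 8 arrays. Of the 1468 probes, 1444 were higher in both iPSC clones than on the other 4 arrays. Ovol1 is low in both clones, so this follows largely from the choice of the probes. Over the 4 mCherry+ arrays alone, an alternative chosen after seeing the data, 3925 probes were at -0.9 or below, 150 of them in Table S3 and 516 of them among the 1468. On 5 arrays the count was 3038 without high-KLF4 day 2 replicate 1 and 3478 without high-KLF4 day 8 replicate 2. The study used MEF and day 6 arrays as well, which were not analysed here.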

In the low-KLF4 condition, mCherry^+^ cells show minimal induction of transient MET genes and proliferate rapidly resulting in a diminished proportion of Nanog-GFP^+^ iPSCs on day 18 (Figures 1A–1D). 

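In low-KLF4 cells the transient MET genes stayed near their level in iPSC clones, and cell cycle genes had higher average signals than in high-KLF4 cells. Of the 200 genes of Table S2, 39 were at least 2-fold above the low-KLF4 iPSC clones on day 2, 24 on day 4, 28 on day 8 and 26 on day 18, with median log2 differences of 0.22, 0.05, 0.26 and 0.32. In high-KLF4 cells the corresponding counts against their own clones were 98 on day 2 and 125 on day 4. Krt14 read 112.9 on day 2, 127.6 on day 4, 314.7 and 251.0 on day 8 and 150.9 on day 18 in low-KLF4 cells.
Of 48 measured cell cycle and mitosis genes, 1 fell in high-KLF4 against low-KLF4 cells on day 8 and 0 rose (2 fell when adjusted over the list alone), and 7 members had a difference above 0, with a median of -0.31 on the log2 scale. The gene that fell was Ccne1 (-0.64, SE 0.093, adjusted p = 0.00872 from limma), with 1091 and 1249 in high-KLF4 and 1826 and 1815 in low-KLF4. In a limma fit of the 8 arrays of day 8, mESCs and keratinocytes, with a block for the replicate number, Ccne1 did not pass (adjusted p = 0.0825). The list was lower as a whole (camera in limma, adjusted p = 4.33e-05), with adjusted p = 0.483 with an estimated correlation. Its camera adjusted p was 0.529 without low-KLF4 day 8 replicate 2 and 0.266 without high-KLF4 day 8 replicate 1. For 43 of the 48 genes the array numbered 2 was above the array numbered 1, in both cassettes. Of 18 measured growth arrest and p53 response genes, 0 rose and 0 fell in limma, with 0 and 0 when adjusted over the list alone. Their median was -0.19 (camera adjusted p = 0.00975, and adjusted p = 0.29 with an estimated correlation), and the camera adjusted p was 0.144 without low-KLF4 day 8 replicate 2. Trp53inp1, a p53 target, had a difference of -0.85 (adjusted p = 0.0692), and without low-KLF4 day 8 replicate 1 and high-KLF4 day 8 replicate 1, in this order, its adjusted p was 0.02 and 0.0394 from limma.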

We addressed whether the expression of OVOL1 could suppress the expansion of mCherry^+^ cells, and possibly enhance the efficiency of low-KLF4 reprogramming (Figure 5D). Quantification of whole-well images revealed that *Ovol1* overexpression in the low-KLF4 condition significantly reduced total colony numbers, while overexpression in the high-KLF4 condition had only a minor effect (Figures 5E and 5F). In both cases, the number of Nanog-GFP^+^ colonies was proportionally reduced, as confirmed by flow cytometry (Figure 5G). These results indicate that while OVOL1 can suppress proliferation of failed reprogramming cells, its overexpression has an indiscriminate effect on all reprogramming populations and does not directly support the acquisition of pluripotency.

## Discussion

Somatic cell reprogramming processes diverge depending on the factor stoichiometry established by each reprogramming method (Chantzoura et al., 2015, Kim et al., 2015). Carey et al. (2011) first recognized phenotypic differences between OSKM and STEMCCA polycistronic cassettes, which could be rescued by supplementation of STEMCCA with additional OCT3/4 and KLF4. Our results reiterate the importance of reprogramming factor stoichiometry in order to accurately interpret reprogramming processes and outcomes. In addition to the sustained “core epithelial genes,” the intermediates in high-KLF4 reprogramming express transient “peripheral epithelial genes” such as the transcriptional regulator *Ovol1* and cell-surface protein *Tacstd2*. Importantly, the transient upregulation of *Tacstd2* and *Ovol1* were commonly observed in various high-KLF4 reprogramming systems (e.g., MKOS and OSKM).

Intermediate states during reprogramming have recently regained attention as their influence on reprogramming outcomes are becoming clearer. Studies exploring chromatin structure and Yamanaka factor binding suggest somatic enhancer silencing and the formation of transiently opened chromatin regions (Chronis et al., 2017, Knaupp et al., 2017, Li et al., 2017). These data show that KLF4 does not occupy *Ovol1* or *Tacstd2* in MEF early reprogramming (48 hr) or mESCs (Chronis et al., 2017), times at which peripheral MET gene expression is not detected in our system. However, in one pre-iPSC line, KLF4 binds *Ovol1* at the promoter and near exon 2, the site of a strong ATAC-seq (assay for transposase-accessible chromatin using sequencing) signal. Neither OCT3/4 nor SOX2 are ever found to occupy *Ovol1* (Chronis et al., 2017, Knaupp et al., 2017), suggesting that KLF4 may directly regulate *Ovol1* expression. Compellingly, the same pre-iPSC sample shows open chromatin at the promoters of various peripheral MET genes including *Tacstd2*, which is not occupied by OCT3/4, SOX2, or KLF4 (Chronis et al., 2017). Further experiments will be required to determine the genetic hierarchy and regulation of these intermediate cell states.

Based on the transient induction of MET genes and highly efficient reprogramming in high-KLF4, we initially hypothesized that aspects of transient MET may promote the reprogramming process. However, the transient MET genes interrogated in this study by CRISPR-interference repression or overexpression of OVOL1 appear to be unnecessary for pluripotency acquisition. Moreover, suppression of OVOL1 in high-KLF4 reprogramming not only resulted in diminished transient MET gene expression, but in turn promoted the expansion of mCherry^+^ intermediate cells by derepression of cell proliferation. These results are consistent with OVOL1 biological functions regulating epidermal differentiation and proliferation (Lee et al., 2014, Nair et al., 2006). Thus, we conclude that early activation of OVOL1 is responsible for the characteristically subdued induction phase and preventing the expansion of failed reprogramming cells by trapping them in an alternative epithelial state of low proliferation. As a result, OVOL1 contributes positively to the uniformity of Nanog-GFP^+^ iPSC emergence and apparently potent reprogramming capacity of the high-KLF4 condition.

Precise enrichment of specific cell populations is required to reveal the underlying molecular aspects of deterministic events during reprogramming. In this study, we revealed that under high-KLF4 conditions the majority of cells that become iPSCs follow the same cell-surface marker dynamics from TROP2^+^SSEA-1^−^ to TROP2^+^SSEA-1^+^, and finally TROP2^−^SSEA-1^+^. Since the reprogramming capacities of each population are correlated with the temporal order of marker presentation, TROP2 activation and repression either indicates a required step in early reprogramming or escape from a dominant and competing reprogramming pathway. Based on the reduced reprogramming potential of day 14 TROP2^+^ cells, we propose that the progression from a transient MET population to an early pluripotent state acts as an important and previously undescribed bottleneck in reprogramming. The combination of TROP2 and SSEA-1 can be applied as a population-specific enrichment method for further molecular analysis.

In summary, we reveal that transient MET induction regulated by OVOL1 is not necessary for the acquisition of pluripotency, but rather plays an important role in suppressing the expansion of failed reprogramming of cells by trapping them in an alternative epithelial state. Our study comparing two disparate KLF4 stoichiometries provides new insights into how intermediate reprogramming states ultimately direct cell-fate decisions.

## Experimental Procedures

Full experimental procedures and associated references are available in Supplemental Experimental Procedures.

### Plasmid Construction

A list of sequence-verified plasmids and primers used for cloning is provided in Table S4. Complete sequences are available through Addgene (plasmid numbers 120352–120360) or upon request.

### MEF Isolation and PB Reprogramming

MEFs were isolated and reprogramming was induced as described previously (Woltjen et al., 2016). Animal care and experiments using animal tissues and primary cell cultures were approved by the CiRA Animal Experiment Committee in accordance with Kyoto University guidelines. Different amounts of transposons were utilized to achieve similar transfection efficiencies based on mCherry induction (500 ng: PB-TAC-OKMS and -OK^+9^MS, PB-U6-sgRNA, PB-TAB-*LacZ*, and -*Ovol1*; 1,500 ng: PB-TAC-OKMS-Cas9, -OKMS-KRAB-dCas9, OK^+9^MS-Cas9 and -OK^+9^MS-KRAB-dCas9). One thousand nanograms of pCyL43 PB transposase plasmid was used regardless of the total transposon amount.

### Whole-Well Fluorescence Microscopy Imaging

Images were acquired with a Nikon BioStation CT (Nikon) equipped with GFP and mCherry fluorescence filters and phase contrast using 2× lenses. Colony count analysis was performed using a custom macro for CL-Quant 3.0. The threshold parameters were set by adding 5 times the SDs to the mean intensities of GFP-negative or mCherry-negative colonies in the background-subtracted images.

### Microarray Analysis

RNA isolation, data acquisition, and data processing were performed as described by Kim et al. (2015). The averages of two independent experiments were used for the following samples: mESCs, day 8 mCherry^+^ intermediate reprogramming populations (OKMS and OK^+9^MS), primary keratinocytes, *Klf4* mCherry^+^, and day 6 *Klf4*^+*9*^ mCherry^+^ intermediate reprogramming population. Microarray data for day 6 reprogramming intermediates and day 2 MEF (Mock) were previously described and deposited in the Gene Expression Omnibus (GEO) under accession number GEO: GSE65468 (Kim et al., 2015). All additional time points are available under accession number GEO: GSE116309.

### Statistical Analysis

The data are presented as the means ± SD from indicated numbers of independent experiments. Student's t tests for detecting significance of biological difference were used for all statistical analysis.

## Author Contributions

H.K. and K.W. conceived the study. H.K., R.S., T.Y., T.S., and K.W. designed experiments and interpreted the data. H.K. performed the majority of experiments. S.-I.K. performed mCherry cell sorting for microarray analysis. R.S. performed live cell staining with time-lapse imaging. F.O.-Y. developed the colony-counting macro and isolated primary keratinocytes. H.K. performed bioinformatics analyses with advice from T.Y. The manuscript was written by H.K. and K.W. with input from all authors.

# Supplementary material for: OVOL1 Influences the Determination and Expansion of iPSC Reprogramming Intermediates
**Source:** Stem Cell Reports. 2019 Jan 10;12(2):319–32. doi: 10.1016/j.stemcr.2018.12.008
**Supplement:** Document S1. Supplemental Experimental Procedures and Figures S1–S5

**Stem Cell Reports, Volume 12**

**Supplemental Information**

**OVOL1 Influences the Determination and Expansion of iPSC Reprogramming Intermediates**

**Harunobu Kagawa, Ren Shimamoto, Shin-II Kim, Fabian Oceguera-Yanez, Takuya Yamamoto, Timm Schroeder, and Knut Woltjen**

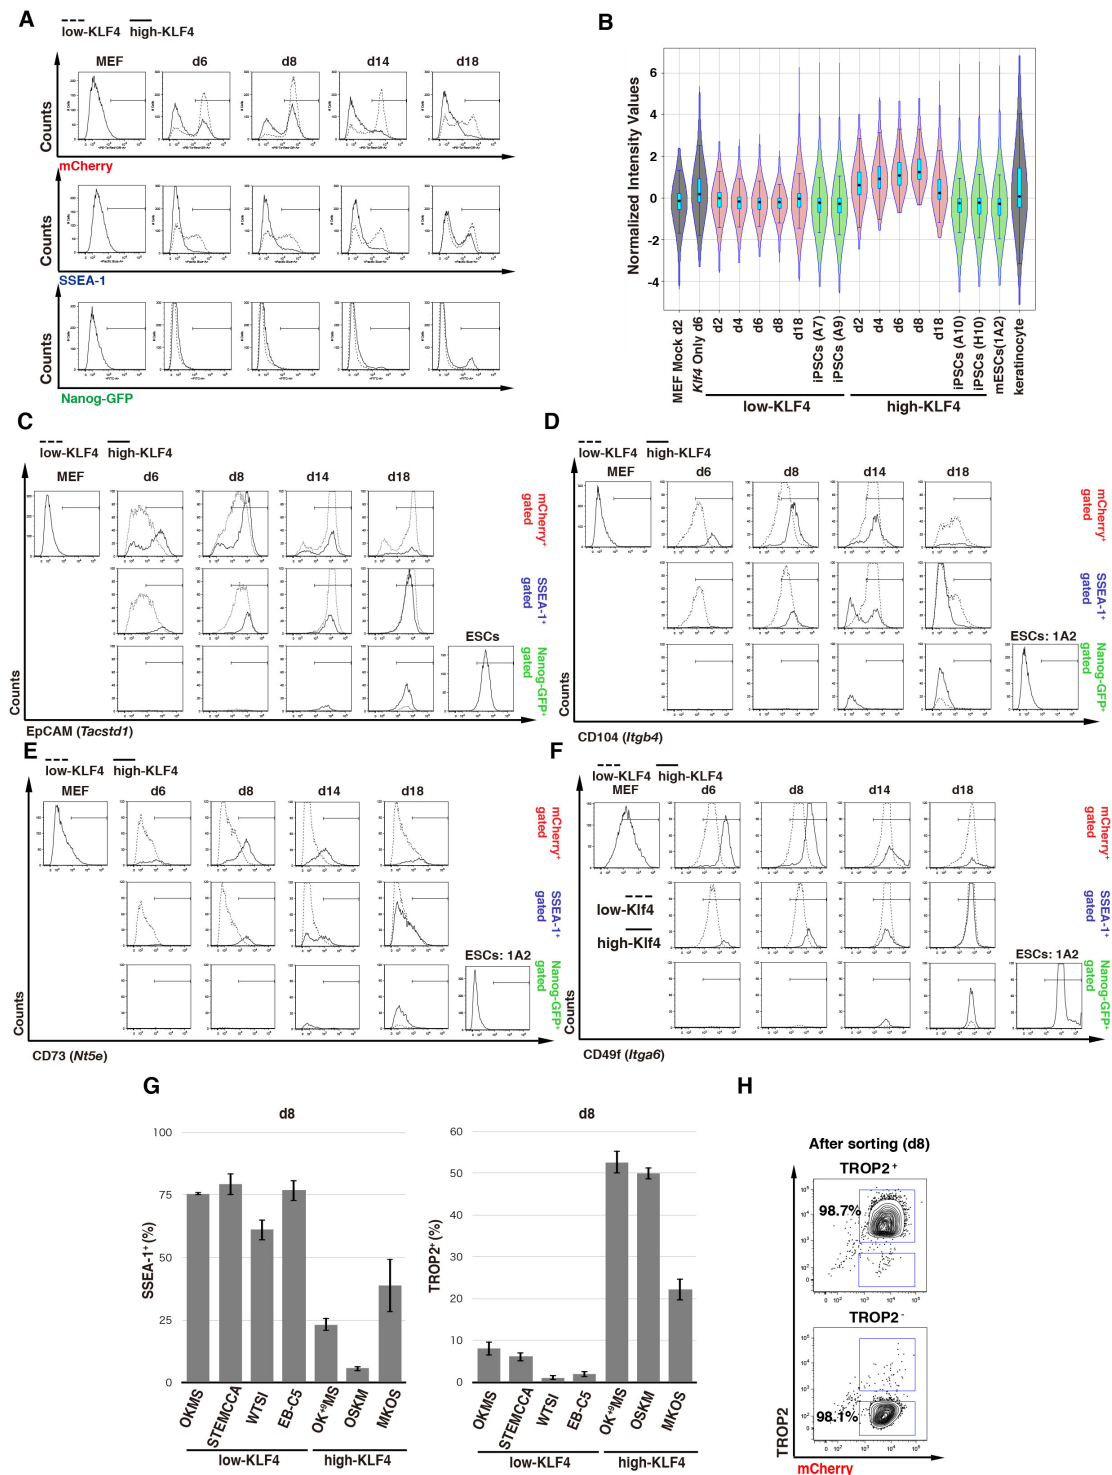

**Figure S1. Characterizing low- and high-KLF4 mediated reprogramming**

- (A) Flow cytometry analysis for mCherry, SSEA-1, and Nanog-GFP during low- and high-KLF4 MEF reprogramming.
- (B) Violin plot of normalized intensity values for high-KLF4 specific genes in low- or high-KLF4 reprogramming processes. The box plot displays the median, 25th, and 75th percentiles.
- (C-F) FACS analysis of cell surface marker dynamics. Histograms are grouped by analysis day (columns) or population gating (rows). Dashed lines and straight lines represent low-KLF4 and high-KLF4, respectively.

(G) Proportion of SSEA-1<sup>+</sup> (left) and TROP2<sup>+</sup> (right) on d8 in publically available low- and high-KLF4 reprogramming systems (Low: OKMS, STEMCCA, WTSI and EB-C5; High: OK<sup>+9</sup>MS, OSKM and MKOS). Means  $\pm$  SD for three independent experiments.

(H) FACS plots verifying sorting efficiency for TROP2<sup>-</sup> and TROP2<sup>+</sup> populations at d8 in high-KLF4.

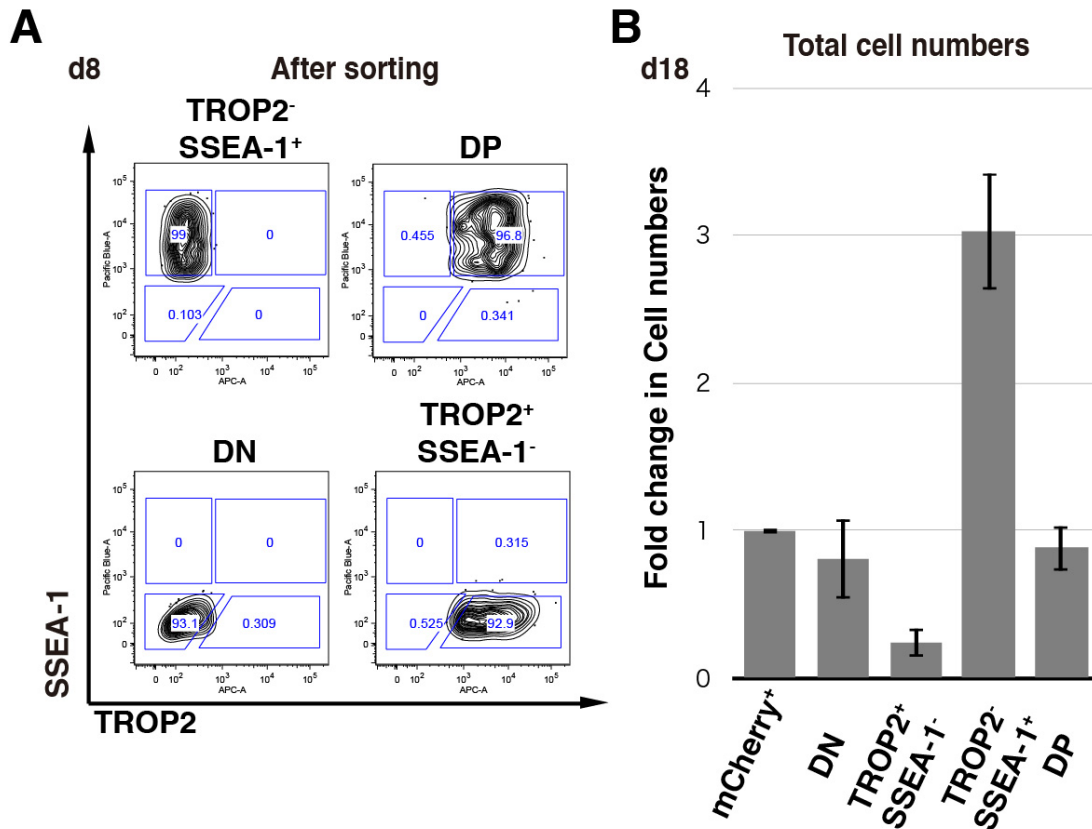

**Figure S2. Reprogramming capacity of TROP2 and SSEA-1 marked populations**

- (A) FACS plots verifying sorting efficiency for double negative (DN), TROP2<sup>+</sup>SSEA-1<sup>-</sup>, TROP2<sup>-</sup> SSEA-1<sup>+</sup>, and double positive (DP) populations at d8 in high-KLF4.
- (B) Total cell numbers on d18 following d8 sorting based on TROP2 and SSEA-1 presentation. Total cell numbers are normalized to mCherry<sup>+</sup>. Means  $\pm$  SD for three independent experiments (n=3).

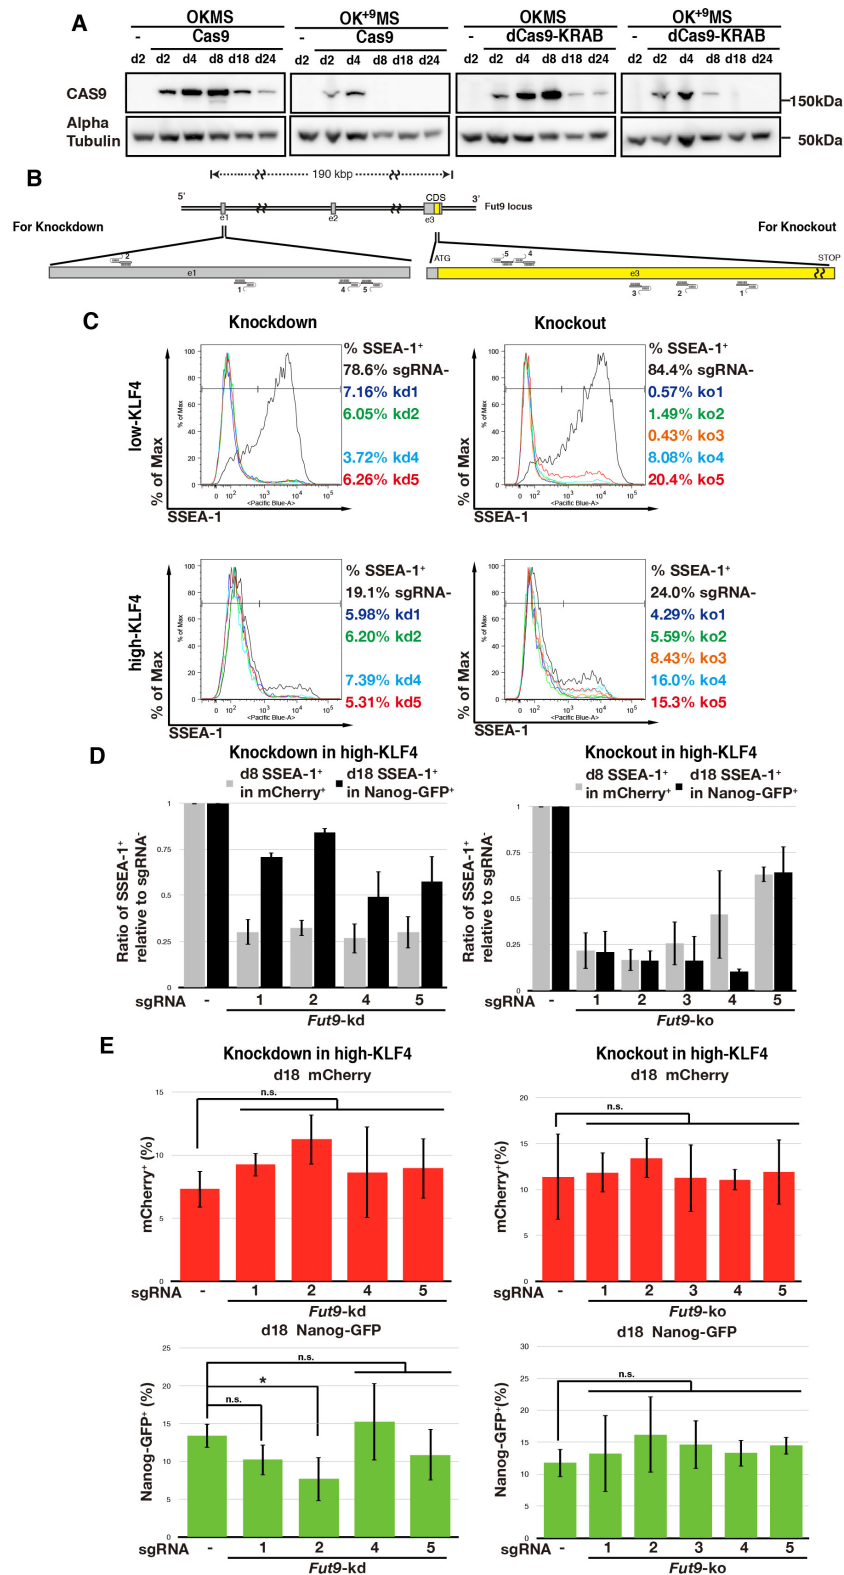

**Figure S3. Establishment of CRISPR/Cas9 knockdown and knockout systems during reprogramming**

(A) Western blot analysis of CAS9 and KRAB-dCas9 expression in low- and high-KLF4 from d2 – d24. Alpha Tubulin was used as a loading control.

- (B) Schematic diagrams of the *Fut9* locus (NC\_000070.6, 25609333..25800003, complement) with detailed segments of exon 1 and exon 3 to show sgRNA target sites.
- (C) *Fut9* knockdown (left) and knockout (right) efficiencies by flow cytometry. Histograms depict the SSEA-1 presentation at d8 in low-KLF4 (top) and high-KLF4 (bottom).
- (D) SSEA-1 presentation following *Fut9* knockdown (left) and knockout (right) in high-KLF4 detected by flow cytometry at d8 in the mCherry<sup>+</sup> population and at d18 in the Nanog-GFP<sup>+</sup> population. Bar graphs depict the normalized percentage of SSEA-1<sup>+</sup> population to sgRNA<sup>-</sup>. Means  $\pm$  SD for three independent experiments.
- (E) Proportion of mCherry<sup>+</sup> (top) and Nanog-GFP<sup>+</sup> (bottom) on d18 following *Fut9* knockdown (left) and knockout (right) in high-KLF4. Only *Fut9*-kd2 presented a significant difference in acquisition of Nanog-GFP. Means  $\pm$  SD for three independent experiments. \*,  $p < 0.05$ . Student t-test

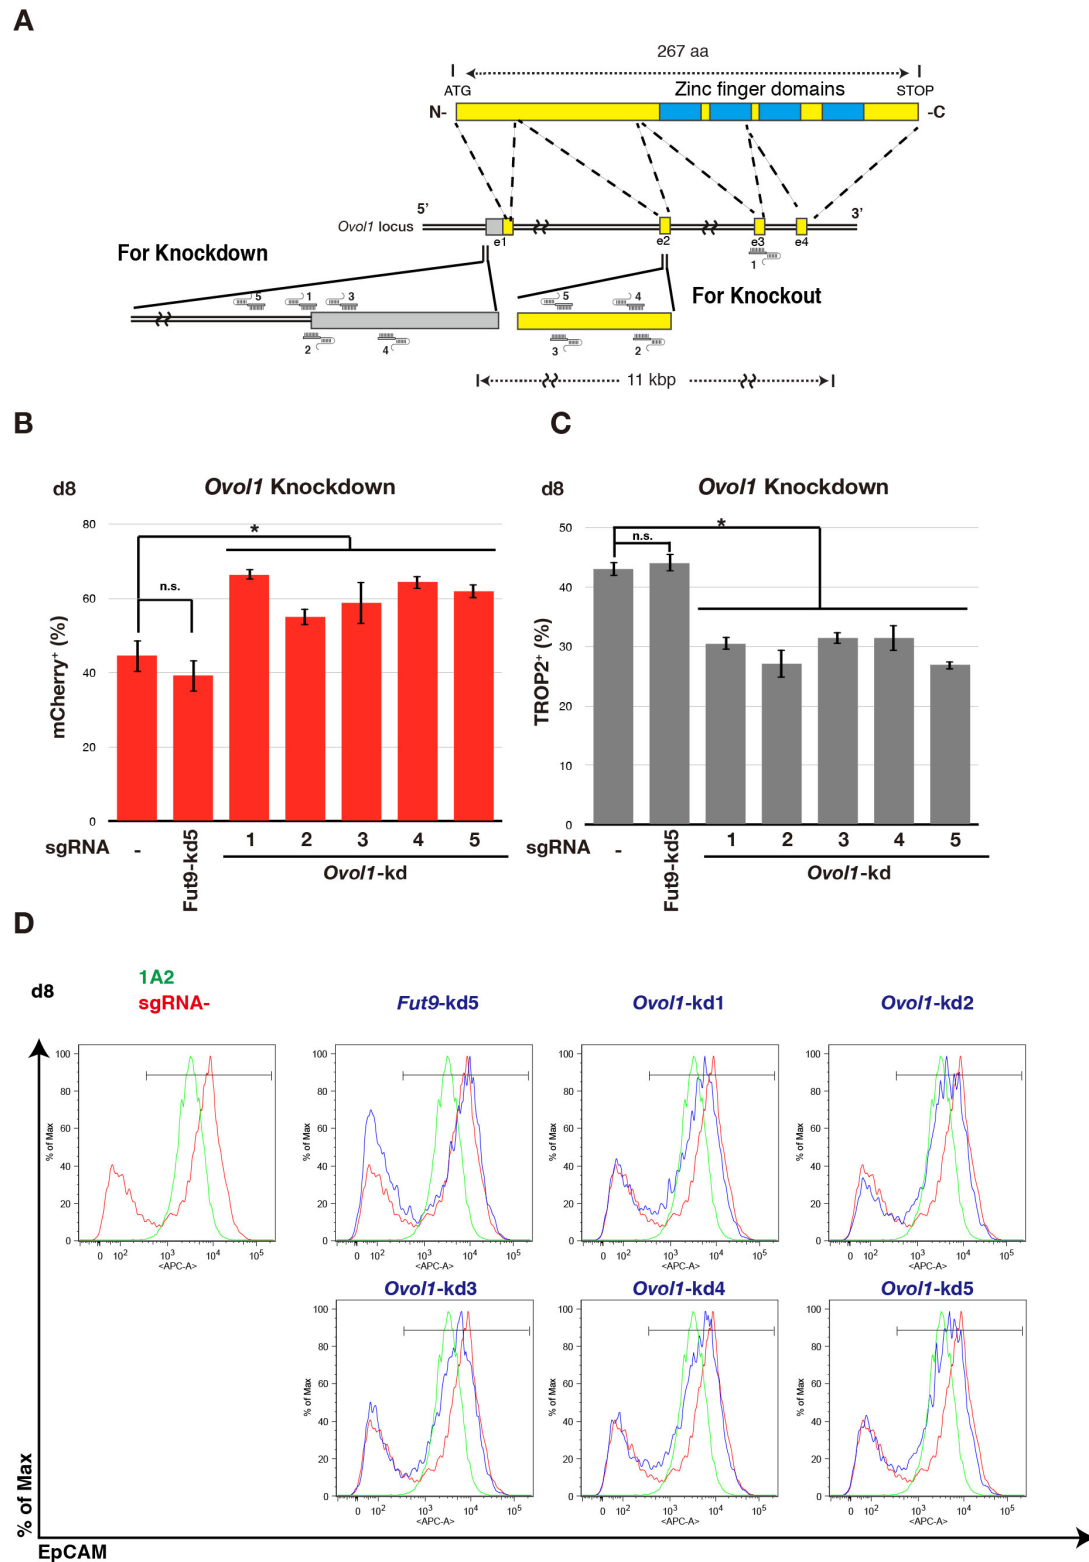

**Figure S4. Cas9 and KRAB-Cas9 sgRNA design and validation for *Ovov1***

(A) Schematic diagram showing the *Ovov1* locus (NC\_000085.6, 5549137..5560575, complement) with detailed segments of exon 1 and exon 2 to show sgRNA target sites. The OVOL1 protein (UniProt: Q9WTJ2), including the zinc finger domains, is shown above.

- (B) Proportion of mCherry<sup>+</sup> on d8 in high-KLF4 reprogramming with or without *Ovol1* knockdown.  
Means  $\pm$  SD for five independent experiments. \*,  $p < 0.05$ . Student t-test
- (C) Proportion of TROP2<sup>+</sup> on d8 in high-KLF4 reprogramming with or without *Ovol1* knockdown.  
Means  $\pm$  SD for three independent experiments. \*,  $p < 0.05$ . Student t-test
- (D) FACS analysis of EpCAM expression dynamics. Each knockdown sample is presented by blue lines. Green lines and red lines represent 1A2 and sgRNA-, respectively.

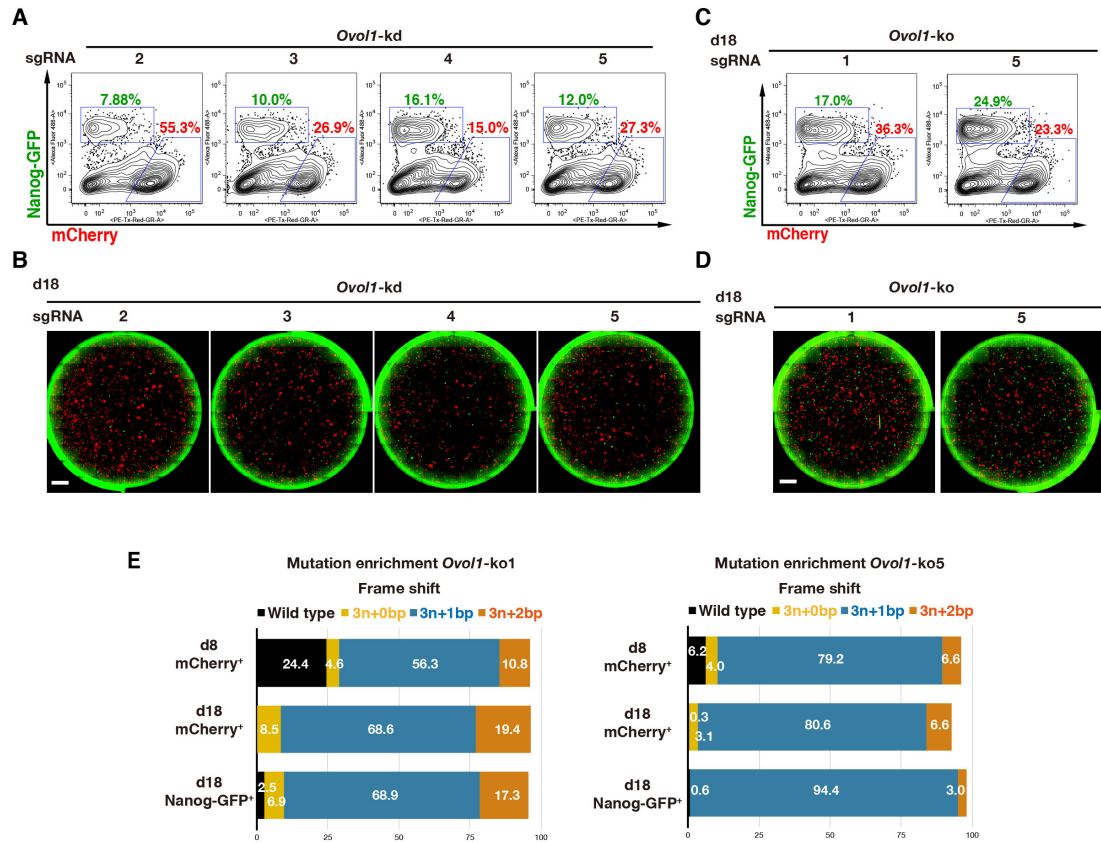

**Figure S5. Effects of *Ovol1* knockdown or knockout on reprogramming efficiency**

- (A) FACS analysis of Nanog-GFP and mCherry on d18 following *Ovol1* knockdown in high-KLF4.
- (B) Whole-well fluorescence microscopy images for Nanog-GFP and mCherry on d18 following *Ovol1* knockdown in high-KLF4. Scale bars, 4,000  $\mu\text{m}$ .
- (C) FACS analysis of Nanog-GFP and mCherry on d18 following *Ovol1* knockout in high-KLF4.
- (D) Whole-well fluorescence microscopy images for Nanog-GFP and mCherry on d18 following *Ovol1* knockout in high-KLF4. Scale bars, 4,000  $\mu\text{m}$ .
- (E) Distribution of mutation frequencies predicted by TIDE in d8 mCherry<sup>+</sup>, d18 mCherry<sup>+</sup> and d18 Nanog-GFP<sup>+</sup> populations following *Ovol1* knockout in high-KLF4. Mutant alleles were categorized based on a resulting in-frame indels 3n + 0 bp (yellow), frame-shifted indels 3n + 1 bp (blue), or 3n + 2 bp (orange). Wild type (black) alleles showed no indel. Data are representative of two independent experiments.

## Supplemental Experimental Procedures

### *Plasmid Construction*

A list of sequence-verified plasmids and primers used for cloning is listed in Table S4. Complete sequences are available through Addgene (plasmid #'s 120352-120360) or upon request. Detailed cloning histories are available upon request as Snapgene files. Briefly, PB-TAC-Cas9 plasmid were generated by standard cloning using restriction digestion and ligation. The Cas9 cassette was cloned from pX330-U6-Chimeric\_BB-CBh-hSpCas9 provided by Feng Zhang (Addgene plasmid # 42230). The plasmid PB-TAC-KRAB-dCas9 was generated by PCR amplification, restriction digestion and ligation. KRAB-dCas9 was cloned from pUCM-AAV-NC-TO-KC provided by Bruce Conklin (Mandegar et al., 2016). Yamanaka factors were inserted into these plasmids by restriction digestion and ligation or by Gateway LR clonase reaction (Invitrogen, Cat.11791100) as described previously (Woltjen et al., 2009). For sgRNA expression, PB-U6 plasmid was generated by restriction digestion and ligation. The sgRNA scaffold was cloned from pX330-U6-Chimeric\_BB-CBh-hSpCas9. Oligos encoding sgRNA were annealed and cloned into PB-U6 linearized with BbsI as previously described (Ran et al., 2013). The resulting plasmids were sequence verified using primer dna790. sgRNA identification numbers (ie. kd1-5 and ko1-5) are ordered based on the predicted activity score from previously published sgRNA libraries (Horlbeck et al., 2016; Koike-Yusa et al., 2014). For complementation experiments, a synthesized DNA fragment composed of the *Ovol1* cDNA sequence flanked by attB1 and attB2 sites (IDT) was cloned into pDONR221 using Gateway BP clonase reaction (Invitrogen Cat.11789020). PB-TAB vectors containing *Ovol1* or *LacZ* (mock) were generated by Gateway LR clonase reaction.

### *MEF Isolation and PB Reprogramming*

MEFs were isolated from E13.5 mouse embryos resulting from the mating of homozygous Nanog-GFP (Okita et al., 2007) transgenic males and homozygous ROSA26-rtTA (Ohnishi et al., 2014) transgenic females on a C57BL/6 background, or wild-type C57BL/6 mice (without ROSA26-rtTA or Nanog-GFP transgenes), and cultured as described previously (Woltjen et al., 2016). Animal care and experiments using animal tissues and primary cell culture were approved by the CiRA Animal Experiment Committee in accordance with Kyoto University guidelines. MEFs were seeded in DMEM containing 10% FBS, penicillin-streptomycin, and L-glutamine on gelatin coated 6-well dishes at a density of  $1 \times 10^5$  cells per well. After a 24 hr culture, FugeneHD (Promega, Cat.E2312) was used to transfect cells at a Fugene/DNA ratio of 4:1. Different amounts of transposons were utilized in transfection to achieve similar transfection efficiencies based on mCherry induction (500 ng: PB-TAC-OKMS and -OK<sup>+</sup>MS, PB-U6-sgRNA, PB-TAB-*LacZ*, and -*Ovol1*, 1,500 ng: PB-TAC-OKMS-Cas9, -OKMS-KRAB-dCas9, OK<sup>+</sup>MS-Cas9 and -OK<sup>+</sup>MS-KRAB-dCas9). 1,000 ng of pCyL43 PB transposase plasmid was used regardless of the total amount of transposons. After 24 hr, the medium was replaced with ESC medium (DMEM containing 15% FBS, penicillin-streptomycin, GlutaMAX,  $\beta$ -mercaptoethanol, sodium-pyruvate, non-essential amino acids, LIF, and dox [1  $\mu$ g/mL]). After transfection, cells were fed daily with dox-containing ESC medium. On d8, cells were detached by using TrypLE™ Select (1 $\times$ ) (Thermo Fisher Scientific, Cat.12563011) and re-seeded at  $3 \times 10^5$  cells

per well of gelatin coated 6-well dishes for analysis at d18. For *LacZ* and *Ovol1* complementation experiments, cells were assayed at d18 without d8 passage. For continuous culture after d8 sorting, sorted cells were re-seeded at  $1 \times 10^5$  cells per well of gelatin coated 6-well dishes with  $2 \times 10^5$  cells of MitomycinC treated MEFs as feeder. Total viable cell counts were performed using a TC20 Automated Cell Counter (Bio-Rad) using trypan blue exclusion.

#### *Whole-Well Fluorescence Microscopy Imaging*

Mouse fibroblasts were plated on standard tissue culture 6-well plastic plates (Greiner, Cat. 657160). Images were acquired with a Nikon BioStation CT (Nikon) equipped with GFP and mCherry fluorescence filters and phase contrast using 2× lenses. The single-plane images of each channel were stitched automatically using the automated image analysis software CL-Quant 3.0 (Nikon). Colony count analysis was performed using a custom macro for CL-Quant 3.0. Briefly, iPS colonies were initially identified using phase contrast images which served to generate an outline. Objects identified as colonies were used as regions of interest (ROI) from where the GFP and mCherry fluorescence intensities were measured. The background was subtracted from both the GFP and mCherry fluorescent images. The threshold parameters were set by adding 5 times the standard deviations to the mean intensities of GFP-negative or mCherry-negative colonies in the background subtracted images.

#### *Flow Cytometry and Cell Sorting*

For cell surface marker detection, TrypLE™ Select (1×) (Thermo Fisher Scientific, Cat.12563011) was used for cell dissociation.  $3 \times 10^5$  cells were re-suspended in 100 µL of FACS buffer (PBS contained 2% of FBS) and incubated with primary antibodies and appropriate secondary antibodies on ice for 30 min each. Antibodies used in this study is described in Table S4. The samples were washed with 1 mL of FACS buffer two times after each 30 min incubation with antibodies. The samples were analyzed using a BD LSRFortessa Cell Analyzer (BD Biosciences) with BD FACSDiva software (BD Biosciences). Flow cytometry data were analyzed and generated by FlowJo software. For cell sorting, the cell population was collected on a BD FACSARIA II cell sorter (BD Biosciences) following the same process as flow cytometry analysis, using MEF and mESCs as the control of the expression intensity.

#### *Mouse epidermal keratinocytes isolation*

Primary keratinocytes were isolated from newborn pups according to (Lichti et al., 2008). Briefly, mice were euthanized at post-natal day 2 by decapitation using scissors. The newborns were surgically de-limbed and subsequently washed in iodine povidone solution, 70% ethanol and finally in distilled water. The skin was removed and placed in PBS<sup>-</sup> containing 50 µg/mL Gentamicin (Thermo Fisher Scientific, Cat. 15710-064) for 20 min. The epidermis was dissociated from the dermis by overnight treatment with Dispase II solution 0.5% w/v (Roche, Cat. 165859, 0.5U/mg) at 4°C. The epidermis was rinsed in PBS<sup>-</sup> and cut into small pieces with a scalpel and was further incubated in neat trypsin without EDTA 0.25% (Thermo Fisher Scientific, Cat. 15050065) for 10 min at 37°C. The keratinocytes were suspended by pipetting up and down, and filtered through 70 µm Nylon mesh filters (BD Falcon). The

trypsin was blocked using one volume of D-KSFM medium containing 10% FCS and supplements (Thermo Fisher Scientific, Cat. 10744-019). After two subsequent washes, the cells were suspended in the same medium and allowed to adhere briefly onto collagen I coated dishes at  $4 \times 10^4$  cells per  $\text{cm}^2$  at  $37^\circ\text{C}$ , 5%  $\text{CO}_2$ . The medium was replaced after 20 min by D-KSFM medium with 10% FCS. The next day the medium was exchanged to D-KSFM medium with supplements containing mEGF (10  $\mu\text{g}/\text{mL}$ ) and Cholera toxin ( $10^{-10}$  M). The keratinocytes were cultured with medium changes every two days and harvested after one week using trypsin.

#### *Microarray Analysis*

RNA isolation, data acquisition and data processing were performed as described (Kim et al., 2015). Briefly, total RNA was prepared in parallel from harvested cells using the RNeasy Mini Kit (QIAGEN) according to the manufacturer's instructions. cDNA synthesis and transcriptional amplification were performed using 200 ng of total RNA with the Whole Transcript (WT) Expression Kit (Thermo Fisher Scientific, Ambion/Affymetrix, Cat.4411973). Fragmented and biotin-labeled cDNA targets were hybridized to GeneChip Mouse Gene 1.0 ST arrays (Thermo Fisher Scientific, Affymetrix, Cat.901168) according to the manufacturer's protocols. Hybridized arrays were scanned using an Affymetrix GeneChip Scanner. Probe signal intensities were normalized with the RMA algorithm in GeneSpring. 

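RMA gives 1 value per transcript cluster and array, here for genes and other transcripts. The deposited table holds it on a linear scale: the log2 fold changes recomputed from it differed from those of Table S1 by at most 5.5e-06 on the log2 scale over the 622 and 173 probes listed there as up and down. On the log2 scale the array medians lay between 7.12 and 7.34, and no pair of arrays held identical values. Klk10, a gene high in skin, read between 229.5 and 269.7 in the 4 iPSC clones, in units of signal intensity.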

Quality, correlation, and cluster analyses were performed using GeneSpring GX software v13.1 (Agilent Technologies). 

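Replicate arrays differed most in the sorted day 8 cells. Over all probes the SD of the log2 difference between the 2 arrays was 0.49 for low-KLF4 and 0.46 for high-KLF4 cells on day 8, 0.21 for mESCs and 0.23 for keratinocytes. It was 0.15 between the high-KLF4 clones and 0.17 between the low-KLF4 clones. Dcn, which encodes the matrix proteoglycan decorin, read 3216 and 1112 on the low-KLF4 day 8 arrays and 5407 and 4232 on the high-KLF4 day 8 arrays. Fibroblast and mesenchymal genes as a list did not pass the test between the cassettes on day 8, with 0 of 33 higher and 0 lower in limma and likewise when adjusted over the list alone. Their median was -0.03, their mean 0.12 and the camera adjusted p was 0.477. The list medians of the single arrays (log2 signal minus each probe's median) were 1.431 and -0.326 in low-KLF4 and 1.375 and -0.066 in high-KLF4. The direction thus depended on the array left out. The list was higher in high-KLF4 without low-KLF4 day 8 replicate 1 or high-KLF4 day 8 replicate 2. By these medians it was lower without low-KLF4 day 8 replicate 2 or high-KLF4 day 8 replicate 1.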

The averages of two independent experiments were used for the following samples [mESCs, OKMS mCherry<sup>+</sup> intermediate reprogramming population (day 8), OK<sup>+</sup>MS mCherry<sup>+</sup> intermediate reprogramming population (day 8), primary keratinocytes, *Klf4* mCherry<sup>+</sup>, and *Klf4*<sup>+</sup> mCherry<sup>+</sup> intermediate reprogramming population (day 6)]. GO term analysis was performed using the NIH DAVID 6.8 Bioinformatics tool (<http://david.abcc.ncifcrf.gov/>). Microarray data for d6 reprogramming intermediates [LacZ population (described as MEF Mock d2), OKMS mCherry<sup>+</sup> intermediate reprogramming population (day 6), OK<sup>+</sup>MS mCherry<sup>+</sup> intermediate reprogramming population (day 6), *Klf4* mCherry<sup>+</sup> intermediate reprogramming population (day 6) and *Klf4*<sup>+</sup> mCherry<sup>+</sup> intermediate reprogramming population (day 6)] were previously described and deposited in the Gene Expression Omnibus under accession number GSE65468 (Kim et al., 2015). All additional time points, including gene expression analysis for four iPSC clones previously characterized by chimera contribution (Kim et al., 2015) are available under accession number GSE116309.

#### *qRT-PCR analysis*

Total RNA were isolated from bulk reprogramming populations at d4 post-dox addition by using the RNeasy Plus Mini Kit (QIAGEN, Cat.74134) according to the manufacturer's instructions. One microgram of extracted total RNA was reverse transcribed with a SuperScript III First Strand Synthesis Kit (Thermo Fisher Scientific, Cat.18080051). qRT-PCR analysis was performed using TB Green Premix Ex Taq II(Tli RNaseH pluse) (Takara, Cat. RR820A) and analyzed with a QuantStudio Real-Time PCR System (Life Technologies). The expression levels of target genes were normalized by the

expression level of GAPDH and calculated relative to the sgRNA(-) condition. Primer pairs for the amplification are shown in Table S4.

#### *Protein Analysis*

For Western blot analysis, cells were collected using TrypLE™ Select (1X) and washed two times using PBS before lysis. Total cell lysates were prepared by heating  $1 \times 10^6$  cells to 70 °C for 10 min in 100 µL NuPAGE LDS Sample Buffer (1×) (Thermo Fisher Scientific, Cat.NP0008) containing DTT at a final concentration of 50 mM. Lysates were resolved on NuPAGE 10% Bis-Tris gels (Thermo Fisher Scientific, Cat.NP0316BOX), and probed using antibodies described in Table S4. Signals were raised using ECL Prime Western Blotting Detection Reagent (GE Healthcare, Cat.RPN2232) and detected on an ImageQuant LAS 4000 imaging system (GE Healthcare).

#### *Immunofluorescence imaging*

Cells were fixed with 4%-Paraformaldehyde Phosphate Buffer Solution (Nacalai Tesque, Inc., Cat.09154-85) for 10 min at room temperature, and masked with DPBS(-) containing 100mM glycine for 15 min at room temperature. The cells were blocked with DPBS (-) containing 3% bovine serum albumin (BSA) for 1h at room temperature. The cells were then incubated with primary antibodies described in Table S4 in DPBS (-) containing 3% BSA overnight at 4°C. After being washed in DPBS (-), the cells were stained with secondary antibodies described in Table S4 in DPBS (-) containing 1 µg/mL of DAPI (4',6-diamidino-2-phenylindole) and 3% BSA for 1h at room temperature. After being washed in DPBS (-), samples were analyzed using an IN Cell Analyzer 6000 (GE Healthcare Life Sciences).

#### *Sequencing*

Genomic DNA was prepared from harvested cells using the DNeasy Blood & Tissue Kit (Qiagen, Cat. 69506) according to the manufacturer's instructions. sgRNA target sites were amplified by PCR using KAPA HiFi (KAPA Biosystems, Cat.KK2601). Primers are described in Table S4. PCR products were treated with EXOSAP-IT Express (Thermo Fisher Scientific, Cat.78201) prior to sequencing. DNA sequencing was performed using BigDye Terminator v3.1 Cycle Sequencing Kit (Applied Biosystems), purified by ethanol precipitation, and run on a 3130xl Genetic Analyzer (Applied Biosystems). Sequence alignments were performed using Snapgene v3.1.4. TIDE analysis of mixed sequences was performed using the online tool at <https://tide.nki.nl/>. The deletion size window was extended to 25 bp to accommodate larger deletions. The remaining parameters were set to default or allowed to adjust automatically based on the properties of the sequence trace files provided.

#### *EdU staining and detection*

EdU staining was conducted using Click-iT® plus EdU flow cytometry assay kits (Thermo Fisher Scientific, Cat.C10424) according to the manufacturer's instructions. Briefly, cells were cultured with ES medium containing 10 µM EdU for 1 hour at d8 post-dox addition. Cells were harvested using TrypLE™ Select (1×) and fixed by paraformaldehyde contained Click-iT® fixative. Fixed cells were

permeabilized by Click-iT® saponin-based permeabilization and wash reagent, and incorporated EdU was stained with APC using Click-iT® reaction. The samples were analyzed using a BD LSRFortessa Cell Analyzer (BD Biosciences) with BD FACSDiva software (BD Biosciences). Flow cytometry data were analyzed and generated by FlowJo software.

#### *Time-lapse video microscopy*

For time-lapse imaging, wild type MEFs were transfected with PB-TAC-OK+9MS IRES mCherry nuclear membrane. The TROP2<sup>-</sup> and TROP2<sup>+</sup> reprogramming intermediates were isolated by cell sorting using BD FACSARIA III cell sorter (BD Biosciences) on d6.  $1 \times 10^4$  sorted cells were re-plated in ESC medium with 1 µg/mL of Doxycycline, anti SSEA-1 antibody conjugated with Brilliant Violet421 (BioLegend, Cat.125614, 1:200) and anti Trop2 antibody conjugated with FITC (R&D SYSTEMS, Cat.FAB1122F, 1:100) in µ-slide 8 well (ibidi, Cat.80826) with MEF feeder cells and cultured at 37°C. Each well was overlaid with silicon oil (Sigma-Aldrich, Cat.85419) and gassed on the microscope stage with 5% CO<sub>2</sub> and 5% O<sub>2</sub> using a self-developed continuous gas delivery lid system. Time-lapse imaging microscopy was carried out using Zeiss Axio Observer Z1 microscope (Zeiss) with definitive focus module, SpectraX light engine (Lumencor), 10x Fluar objective (Zeiss), transmitted VIS-LED (Zeiss) and an AxioCamHRm camera (1388x1040 pixel resolution). All hardware was controlled with a VBA module remote controlling Zeiss AxioVision 4.8.2 microscope control software (Filipczyk et al., 2015). Images were acquired on live cells at 50 ms in bright-field, 500 ms for the mCherry channel using an mCherry filter (Cat.F36-508, AHF), 500 ms for the SSEA1 Brilliant Violet421 channel using custom made DAPI filter (Cat, F39-404 for excitation and F47-460 for emission, AHF) and 500 ms for Trop2 FITC channel using EGFP filter (Cat.F46-002, AHF). Cells were imaged continuously at 30 min intervals for 3 days. The first image was acquired 2 hr after sorting. The medium was changed 21h and 43h after starting time-lapse movie. To edit time-lapse movies, tTt was used (Hilsenbeck et al., 2016).

## Supplemental References

Filipczyk, A., Marr, C., Hastreiter, S., Feigelman, J., Schwarzfischer, M., Hoppe, P.S., Loeffler, D., Kokkaliaris, K.D., Ende, M., Schauburger, B., *et al.* (2015). Network plasticity of pluripotency transcription factors in embryonic stem cells. *Nat Cell Biol* 17, 1235-1246.

Hilsenbeck, O., Schwarzfischer, M., Skylaki, S., Schauburger, B., Hoppe, P.S., Loeffler, D., Kokkaliaris, K.D., Hastreiter, S., Skylaki, E., Filipczyk, A., *et al.* (2016). Software tools for single-cell tracking and quantification of cellular and molecular properties. *Nat Biotechnol* 34, 703-706.

Lichti, U., Anders, J., and Yuspa, S.H. (2008). Isolation and short-term culture of primary keratinocytes, hair follicle populations and dermal cells from newborn mice and keratinocytes from adult mice for in vitro analysis and for grafting to immunodeficient mice. *Nat Protoc* 3, 799-810.

Ohnishi, K., Semi, K., Yamamoto, T., Shimizu, M., Tanaka, A., Mitsunaga, K., Okita, K., Osafune, K., Arioka, Y., Maeda, T., *et al.* (2014). Premature termination of reprogramming in vivo leads to cancer development through altered epigenetic regulation. *Cell* 156, 663-677.

Okita, K., Ichisaka, T., and Yamanaka, S. (2007). Generation of germline-competent induced pluripotent stem cells. *Nature* 448, 313-317.

Ran, F.A., Hsu, P.D., Wright, J., Agarwala, V., Scott, D.A., and Zhang, F. (2013). Genome engineering using the CRISPR-Cas9 system. *Nat Protoc* 8, 2281-2308.

Woltjen, K., Michael, I.P., Mohseni, P., Desai, R., Mileikovsky, M., Hamalainen, R., Cowling, R., Wang, W., Liu, P., Gertsenstein, M., *et al.* (2009). piggyBac transposition reprograms fibroblasts to induced pluripotent stem cells. *Nature* 458, 766-770.

# Supplementary material for: OVOL1 Influences the Determination and Expansion of iPSC Reprogramming Intermediates
**Source:** Stem Cell Reports. 2019 Jan 10;12(2):319–32. doi: 10.1016/j.stemcr.2018.12.008
**Supplement:** Document S2. Article plus Supplemental Information

# OVOL1 Influences the Determination and Expansion of iPSC Reprogramming Intermediates

Harunobu Kagawa,<sup>1</sup> Ren Shimamoto,<sup>2</sup> Shin-Il Kim,<sup>1</sup> Fabian Ocegüera-Yanez,<sup>1</sup> Takuya Yamamoto,<sup>1</sup> Timm Schroeder,<sup>2</sup> and Knut Woltjen<sup>1,3,\*</sup>

<https://doi.org/10.1016/j.stemcr.2018.12.008>

## SUMMARY

During somatic cell reprogramming to induced pluripotent stem cells (iPSCs), fibroblasts undergo dynamic molecular changes, including a mesenchymal-to-epithelial transition (MET) and gain of pluripotency; processes that are influenced by Yamanaka factor stoichiometry. For example, in early reprogramming, high KLF4 levels are correlated with the induction of functionally undefined, transiently expressed MET genes. Here, we identified the cell-surface protein TROP2 as a marker for cells with transient MET induction in the high-KLF4 condition. We observed the emergence of cells expressing the pluripotency marker SSEA-1<sup>+</sup> mainly from within the TROP2<sup>+</sup> fraction. Using TROP2 as a marker in CRISPR/Cas9-mediated candidate screening of MET genes, we identified the transcription factor OVOL1 as a potential regulator of an alternative epithelial cell fate characterized by the expression of non-iPSC MET genes and low cell proliferation. Our study sheds light on how reprogramming factor stoichiometry alters the spectrum of intermediate cell fates, ultimately influencing reprogramming outcomes.

## INTRODUCTION

Ectopic expression of OCT3/4, SOX2, KLF4m and c-MYC can convert somatic cells to induced pluripotent cells (iPSCs) (Takahashi and Yamanaka, 2006). At the molecular level, reprogramming processes starting from mouse embryonic fibroblasts (MEFs) can be divided into three phases: initiation, maturation, and stabilization (Samavarchi-Tehrani et al., 2010). The initiation phase is typically characterized by accelerated proliferation and the induction of a mesenchymal-to-epithelial transition (MET), while the maturation and stabilization phases are defined by entry into and acquisition of the pluripotency network (David and Polo, 2014). Since reprogramming is still a long and low-efficiency process, the high heterogeneity of reprogramming intermediates make it complicated to identify the true reprogramming paths and mechanisms (O'Malley et al., 2013; Polo et al., 2012). To overcome this, cell-surface antigens are relied upon as markers to predict bona fide reprogramming routes (Lujan et al., 2015; Zunder et al., 2015). However, cell-surface marker presentation is influenced by the induction method and resulting factor stoichiometry (Chantzoura et al., 2015). Even the surface presentation and dynamics of SSEA-1 (stage-specific embryonic antigen 1) (Andrews, 2011), an early pluripotency marker used for dissecting mouse reprogramming, is diverse among different reprogramming systems (Kim et al., 2015; Polo et al., 2012).

The development of polycistronic systems allowed researchers to induce a prescribed stoichiometry of Yamanaka factors among transduced cells, with the intention

of reducing heterogeneity of reprogramming intermediates and, in turn, the complexity of reprogramming (Carey et al., 2009; Sommer et al., 2009). Among the Yamanaka factors, KLF4 plays important roles for both MET induction and the acquisition of pluripotency (Carey et al., 2011; Li et al., 2010; Polo et al., 2012; Sridharan et al., 2009). We previously identified that an N-terminal 9-amino-acid difference in *Klf4* cDNAs commonly employed in polycistronic cassettes affects the final stoichiometry of reprogramming factors (Kim et al., 2015). In general, polycistronic cassettes utilizing short *Klf4* (OKMS, STEMCCA, WTSI, and EB-C5) (Chou et al., 2011; Kim et al., 2015; Sommer et al., 2009; Yusa et al., 2009) induce low KLF4 protein expression compared with cassettes that utilize long *Klf4* (OK<sup>+</sup>MS, OSKM, and MKOS) (Carey et al., 2009; Kaji et al., 2009; Kim et al., 2015) and induce high KLF4 protein expression. This difference in KLF4 consistently results in the induction of dissimilar reprogramming paths and efficiencies (Kim et al., 2015).

Critically, high-KLF4 achieves efficient reprogramming compared with low-KLF4 (Kim et al., 2015). During high-KLF4 reprogramming we observed the expression of MET genes sustained in the pluripotent state, such as *Epcam* and *Cdh1*, in addition to transiently upregulated epithelial genes (Kim et al., 2015). Transient upregulation of lineage-specific genes has been observed using different reprogramming systems (Cacchiarelli et al., 2015; Nefzger et al., 2017; Polo et al., 2012; Takahashi et al., 2014). However, the role of transient gene activation in determining cellular and molecular reprogramming phenotypes, and

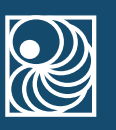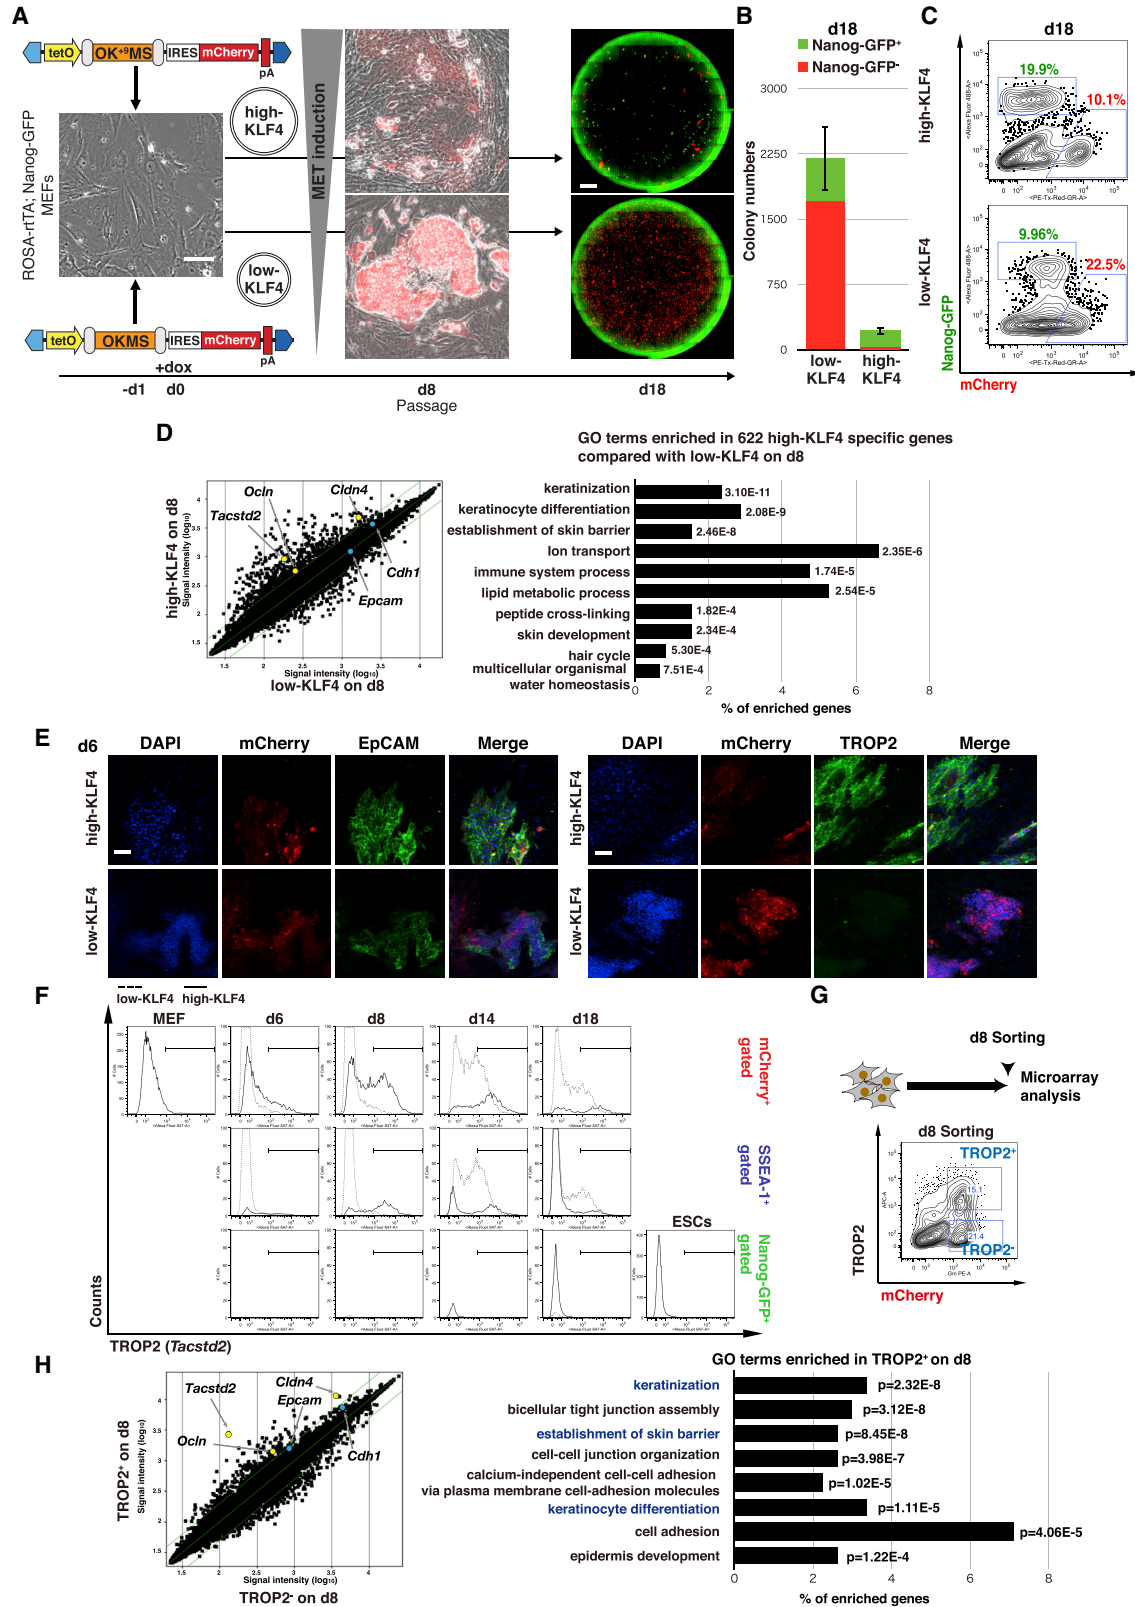

(legend on next page)

ultimately the acquisition of pluripotency, is still not fully appreciated.

In this study, we distinguish between the sustained and transient MET genes based on their expression dynamics, and aim to ascribe a functional role of transient MET induction in defining high-KLF4 reprogramming characteristics. We identify TROP2 as a cell-surface marker for transient MET and reprogramming potential. Using a focused CRISPR screen tracking TROP2 expression, we reveal OVOL1 as a candidate regulator of transient MET induction. Further functional analyses suggest that OVOL1 is not directly implicated in the acquisition of pluripotency, but rather acts to repress proliferation and the expansion of cells that fail to reprogram, helping to explain the apparent high efficiency of reprogramming with high-KLF4 stoichiometry.

## RESULTS

### Identification of a Cell-Surface Marker for KLF4-Induced Epithelialization

MET genes activated early in reprogramming including *Epcam* and *Cdh1*, which sustain their expression in iPSCs, promoting the reprogramming process (Kuan et al., 2017; Li et al., 2010). Based on transient MET gene expression and consistent pluripotency activation observed respec-

tively in early and late high-KLF4 reprogramming, we hypothesized that aspects of transient MET induction may exert a positive effect on reprogramming. To test our hypothesis, we first compared low-KLF4 (OKMS) and high-KLF4 (OK<sup>+</sup>9MS) reprogramming conditions (Figure 1A). Reprogramming was initiated by doxycycline treatment on day 0 and cells were harvested for flow-cytometry analysis on day 8, then passaged for analysis on day 18. Intermediate cells were tracked by transgene-linked expression of mCherry, while full reprogramming was detected by activation of the pluripotency reporter Nanog-GFP and concurrent silencing of mCherry (Figure 1A). As noted previously (Kim et al., 2015), expansion of mCherry<sup>+</sup> cells and acquisition of SSEA-1 were both reduced in the high-KLF4 condition compared with low-KLF4 (Figure S1A). Yet, the majority of colonies on day 18 successfully silenced exogenous mCherry and acquired Nanog-GFP reporter expression (Figures 1A–1C), indicating the efficient reprogramming of high-KLF4. Despite robust reprogramming initiation, most low-KLF4 colonies did not silence mCherry and remained Nanog-GFP<sup>−</sup> on day 18, resulting in low-efficiency reprogramming due to an expansion of mCherry<sup>+</sup> cells (Figures 1B and 1C).

At the molecular level, high-KLF4 induces epithelial and epidermal genes that are not expressed by MEFs or the resulting iPSCs (Kim et al., 2015). The 622 genes upregulated more than 2-fold on day 8 in high-KLF4 compared with

### Figure 1. Classification of Genes Upregulated in the High-KLF4 Intermediates

(A) Scheme depicting reprogramming with OKMS (low-KLF4) or OK<sup>+</sup>9MS (high-KLF4) polycistronic cassettes and analysis of their characteristics. Polycistronic cassettes were delivered by a *piggyBac* (PB) transposon into ROSA-rtTA Nanog-GFP MEFs (-d1). Cultures were passaged on day 8 and the reprogramming capacity was analyzed on day 18. See main text for further details. Blue polygons represent PB 3' (left) and 5' (right) inverted terminal repeats. tetO, doxycycline-responsive promoter; IRES, internal ribosome entry signal; pA, polyadenylation signal. Microscopy image (left) shows the representative morphology of MEFs and intermediate colonies. Scale bars, 100  $\mu$ m. Whole-well fluorescence microscopy images (right) on day 18 for Nanog-GFP and mCherry from low- and high-KLF4. Scale bars, 4,000  $\mu$ m.

(B) Quantification of Nanog-GFP<sup>−</sup> and Nanog-GFP<sup>+</sup> colony numbers on day 18 in low- and high-KLF4. Means  $\pm$  SD for total colonies from three independent experiments.

(C) Flow-cytometry analysis on day 18 for Nanog-GFP and mCherry in low- and high-KLF4.

(D) (Left) Correlation plot for gene expression in mCherry<sup>+</sup> sorted populations from low- and high-KLF4 on day 8. Green lines indicate 2-fold changes. Genes related to sustained and transient MET genes are highlighted (yellow, >2-fold; blue, <2-fold). Signal intensity values are average of two independent experiments. (Right) Gene ontology (GO) term analysis for genes expressed 2-fold higher in the high-KLF4 reprogramming, arranged in order of p value and indicating the proportion of genes represented for each enriched GO term. Cutoff  $p = 1.0 \times 10^{-3}$ .

(E) Immunofluorescence antibody staining for EpCAM and TROP2 in low- and high-KLF4 on day 6. Green staining shows EpCAM (left) and TROP2 (right), respectively. DAPI staining indicates nuclear density. Reprogramming cells are visualized by mCherry fluorescence. Scale bar, 100  $\mu$ m.

(F) Flow-cytometry analysis of TROP2 expression dynamics. Histograms are grouped by analysis day (columns) and population gating (rows). Dashed lines and straight lines represent low-KLF4 and high-KLF4, respectively.

(G) Gating scheme for TROP2 cell sorting from high-KLF4 reprogramming on day 8.

(H) (Left) Correlation plot for gene expression in day 8 TROP2<sup>+</sup> and TROP2<sup>−</sup> sorted populations. Green lines indicate 2-fold changes. Genes related to sustained and transient MET genes are highlighted (yellow, >2-fold; blue, <2-fold). (Right) GO term analysis for genes expressed 2-fold higher in the TROP2<sup>+</sup> population, arranged in order of p value and indicating the proportion of genes represented for each enriched GO term. GO terms common with (D) are highlighted in blue.

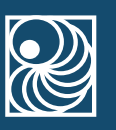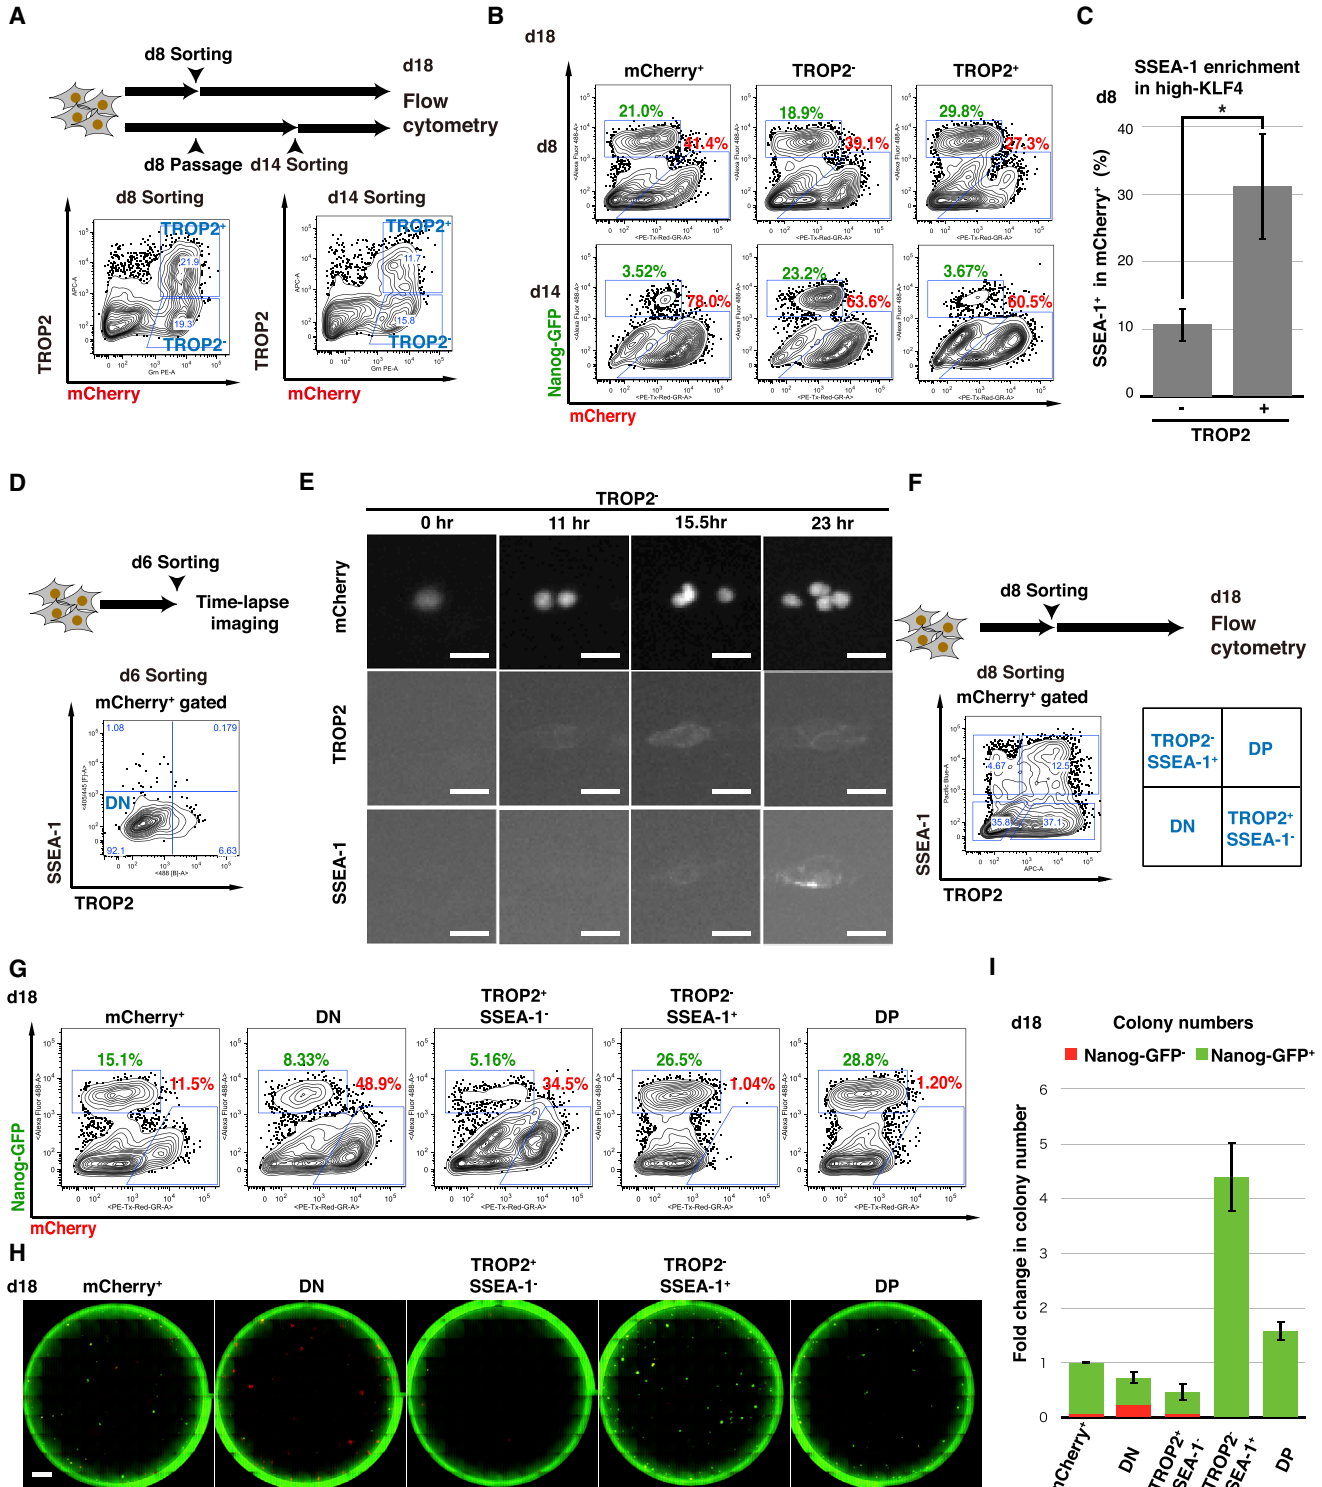

**Figure 2. Transient TROP2 Is an Earlier Marker than SSEA-1**

(A) Gating scheme for TROP2 cell sorting from high-KLF4 reprogramming on day 8 and day 14.

(B) Flow-cytometry analysis on day 18 for Nanog-GFP and mCherry from each day 8 or day 14 sorted population.

(C) Proportion of SSEA-1<sup>+</sup> cells in TROP2<sup>-</sup> and TROP2<sup>+</sup> populations at day 8 of high-KLF4 reprogramming. Means  $\pm$  SD for eight independent experiments. \* $p < 0.05$ , Student's t test.

(legend continued on next page)

low-KLF4 included *Ocln* and *Cldn4* and were enriched in keratinocyte and skin development gene ontology (GO) terms (Figure 1D). Analysis of microarray data on days 2, 4, 6, 8, and 18 compared with MEF, iPSCs, and mouse embryonic stem cells (mESCs) revealed that these genes were transiently upregulated in the early phase of high-KLF4 reprogramming (Figure S1B). Of note, expression of sustained MET genes *Epcam* and *Cdh1* were similar between the low- and high-KLF4 conditions (Figure 1D). Taken together, transient MET genes were specifically upregulated during the early phase of high-KLF4 reprogramming.

KLF4 compared with low-KLF4 in the early phase (days 6–8), overlapping in part with SSEA-1 expression, but not with Nanog-GFP (Figure 1F). Only late mCherry<sup>+</sup> cells retained TROP2 marker expression on day 18.

Supporting the connection between KLF4 stoichiometry and transient MET with TROP2 presentation, we observed a similar pattern of high TROP2 and low SSEA-1 among other high-KLF4 reprogramming systems (OSKM and MKOS) while low-KLF4 systems (STEMCCA, WTSI and EB-C5) had low TROP2 and high SSEA-1 (Figure S1G). To further characterize TROP2<sup>−</sup> and TROP2<sup>+</sup> populations, we carried out cell sorting at day 8, followed by global gene expression analysis (Figures 1G and S1H). Overall, the list of >2-fold upregulated genes in the TROP2<sup>+</sup> population significantly enriched the GO terms related to biological processes of epithelial development and cell adhesion including “keratinization,” “establishment of skin barrier,” and “keratinocyte differentiation,” reminiscent of GO terms enriched in the high-KLF4 specific gene list and indicating enrichment from the total mCherry<sup>+</sup> population (Figures 1D and 1H; Table S1). Moreover, *Epcam* and *Cdh1* displayed higher expression in TROP2<sup>+</sup> than TROP2<sup>−</sup>, although the difference was only slightly more than 1.5-fold (Figure 1H). Based on these results, we propose TROP2 as a candidate marker for identification of the transient MET population in the early phase of high-KLF4 reprogramming.

### Evaluation of TROP2 as a Marker for Reprogramming

Next, we compared the reprogramming capacity of TROP2<sup>+</sup> and TROP2<sup>−</sup> populations from early (day 8) and late (day 14) reprogramming by cell sorting and extended culture (Figure 2A). By day 18, the Nanog-GFP<sup>+</sup> proportion in the day 8-sorted TROP2<sup>+</sup> culture was 1.5-fold higher than that of TROP2<sup>−</sup> (29.8% versus 18.9%). On the contrary, TROP2<sup>+</sup> sorting on day 14 could not enrich for cells with a high reprogramming capacity, while TROP2<sup>−</sup> sorting showed a positive enrichment (3.67% versus 23.3%) (Figure 2B). Interestingly, flow-cytometry analysis of high-KLF4 at day 8 revealed that SSEA-1<sup>+</sup> cells are enriched nearly 3-fold in the TROP2<sup>+</sup> population compared with TROP2<sup>−</sup> (Figure 2C). These results suggest that TROP2 expression in the early phase indicates reprogramming

(D) Gating scheme for TROP2<sup>−</sup>SSEA-1<sup>−</sup> (DN) cell sorting from high-KLF4 reprogramming on day 6.

(E) Live fluorescence microscopy images of nuclear mCherry, TROP2, and SSEA-1 at the indicated time points after cell sorting and replating of TROP2<sup>−</sup> cells on day 6. Scale bars, 25  $\mu$ m.

(F) Gating scheme for DN, TROP2<sup>+</sup>SSEA-1<sup>−</sup>, TROP2<sup>−</sup>SSEA-1<sup>+</sup>, and DP cell sorting from high-KLF4 reprogramming on day 8.

(G) Flow-cytometry analysis on day 18 for Nanog-GFP and mCherry from each day 8 sorted population.

(H) Whole-well fluorescence microscopy images on day 18 for Nanog-GFP and mCherry from each day 8 sorted population. Scale bars, 4,000  $\mu$ m.

(I) Quantification of Nanog-GFP<sup>−</sup> and Nanog-GFP<sup>+</sup> colony numbers at day 18 from each day 8 sorted population. All colony numbers are normalized to mCherry<sup>+</sup>. Means  $\pm$  SD for three independent experiments.

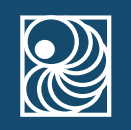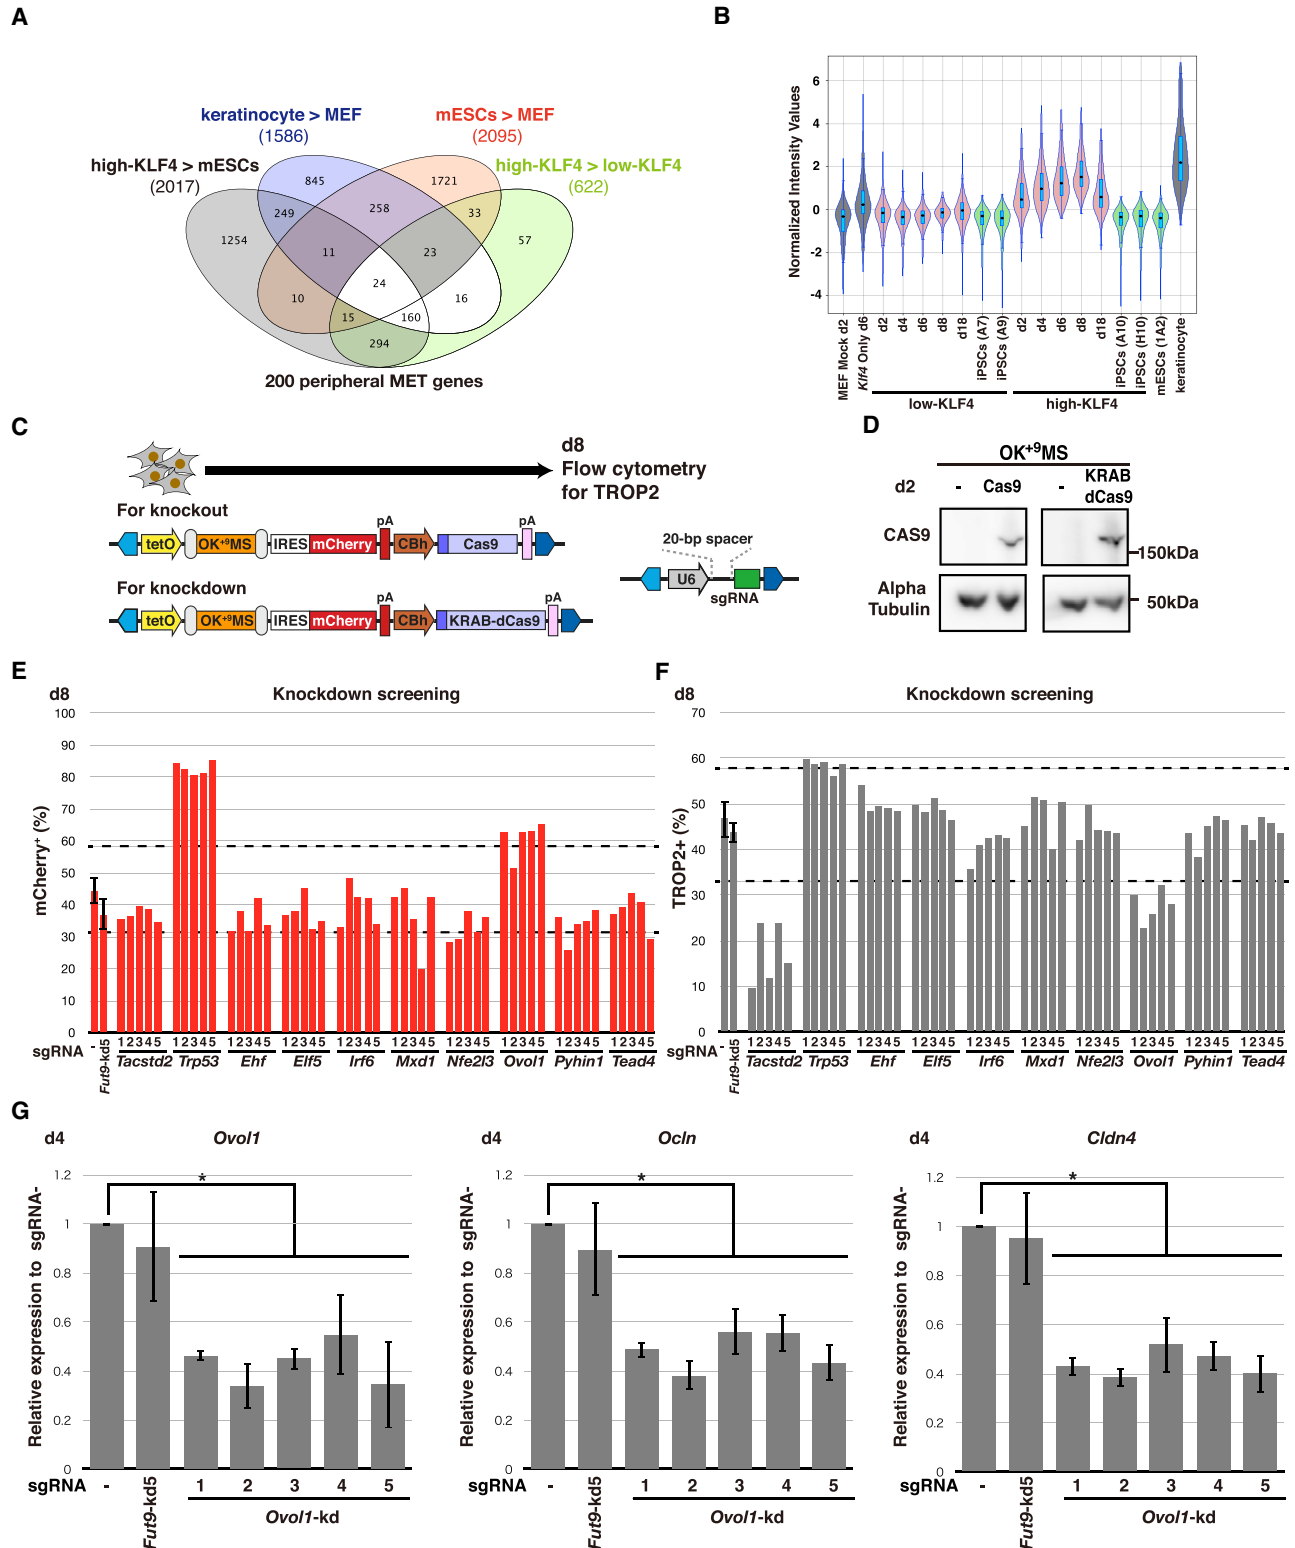

**Figure 3. CRISPR/Cas Screening Reveals OVOL1 as a Transient MET Regulator at Reprogramming Initiation**

(A) Venn diagram from day 8 microarray analysis. Total numbers of genes with a 2-fold expression difference in crosswise comparisons of mESCs versus MEFs (red), high-KLF4 versus low-KLF4 (green), keratinocytes versus MEFs (blue), or high-KLF4 versus mESCs (gray) are shown.

(legend continued on next page)

progression, whereas cells that retain TROP2 expression in the late phase lose their reprogramming capacity.

In contrast to EpCAM, which is expressed earlier and more uniformly in SSEA-1-positive cells from high-KLF4 (Figure S1C), the bimodal distribution pattern of TROP2 in both mCherry<sup>+</sup> and SSEA-1<sup>+</sup> cell fractions (Figure 1F) as well as a similar timing of emergence on day 8 prevented us from determining the timing of cell-surface marker transition. To clarify the order of TROP2 and SSEA-1 presentation, we isolated double-negative (DN) cells on day 6 and performed live antibody staining with time-lapse microscopy over 3 days (Figure 2D and Video S1). Eleven hours after sorting, mCherry<sup>+</sup> cells started to express TROP2 but remained SSEA-1 (Figure 2E). An additional ~6–12 hr later, TROP2<sup>+</sup> colonies (18/20) started to express SSEA-1, with an apparent decrease in TROP2. Similarly, sequential cell-surface marker presentation was observed for TROP2<sup>+</sup> cells (Video S1). These results indicate that the majority of high-KLF4 reprogramming cells sequentially present TROP2 and then SSEA-1.

How the deposited data were processed for this re-analysis (not part of the article)

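Gene expression was measured on 18 Affymetrix GeneChip Mouse Gene 1.0 ST arrays. They covered mCherry+ cells with the low-KLF4 or high-KLF4 cassette on days 2, 4, 8 and 18 of doxycycline, iPSC clones A7 and A9 from low-KLF4 and A10 and H10 from high-KLF4, mESCs and primary keratinocytes. Day 8, the iPSC clones of each cassette, mESCs and keratinocytes had 2 arrays each, and days 2, 4 and 18 had 1 array per cassette.

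The deposited signal intensities had been made by the authors with RMA in GeneSpring (GX 13.1 is named for quality, correlation and cluster analyses), which corrects background, applies quantile normalization and summarises the probes of a transcript cluster. The values are intensities on a linear scale and are not centred on a baseline, as checked on the values. They range from 20.2 to 19538.7, and array medians lie between 139.4 and 161.6. No detection call or background value is given with them, so the level below which a gene counts as absent is not known.

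Log2 was taken of every value. Of 28853 probes, 23410 with at least 1 gene symbol were tested: 21789 with 1 symbol and 1621 with several. The other 5443 had no symbol in the annotation used and entered the counts at 2-fold and the correlation counts alone. Some genes that the paper names are not reported here. The probe that the paper lists as Pyhin1 is named Ifi209 in the annotation, and both names are given. Trp53 has no probe with that symbol alone and is not reported.

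Counts at 2-fold compared averages of log2 values with no test. The paper states the 2-fold threshold and that values are averages of 2 experiments, but not the scale of the averages. For tests, 1 limma fit (limma 3.58.1, R 4.3.3) over 18 arrays in 12 groups gave contrasts of day 8 high-KLF4 against low-KLF4 and against the high-KLF4 iPSC clones, with 6 residual and 2.25 prior degrees of freedom. Benjamini-Hochberg adjustment ran over the tested probes at 0.05. A second limma fit compared 5 high-KLF4 with 5 low-KLF4 mCherry+ arrays with day as a block, and its count was set against 100 of 126 splits of the 10 arrays and against the 24 splits that exchange the cassettes within days. A test of the interaction asked whether the cassettes differed more on day 8 than in the iPSC clones. Single days have no replicate and are given as values. Pearson correlations with Ovol1 used the high-KLF4 arrays of days 2, 4 and 8 and clones A10 and H10, with a threshold of -0.9, and Fisher's exact test compared the lists with all genes. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for counts and figures.

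There were 16 gene lists with 371 entries: keratinization and cornified envelope, epidermal lipid barrier, tight junctions with desmosomes and apical polarity, hemidesmosome with laminin and integrin, epithelial transcription factors, mesenchymal and fibroblast, pluripotency network, cell cycle and mitosis, growth arrest and p53 response, interferon response, immune cell, endothelial, trophoblast, neural and melanocyte markers, and the reprogramming factors. Camera with an inter-gene correlation of 0.01 tested each list, and camera with an estimated correlation and fry were alternatives. The lists, the tests and 91 alternatives were set before the data were examined, but with the fold changes of Tables S1 to S3 already seen. Another 9 alternatives were added later. The named genes are those the paper names for the array data, the 10 largest rises and 10 largest falls with arrays that do not overlap in each limma comparison, and the 2 largest changes each way in each list. Other genes were named after their values were seen.

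The alternatives were leaving out the dimmest 30% of probes, a second quantile normalization, limma-trend, a fit of the 4 compared arrays alone, the t-test named in the paper's methods, a replicate block, leaving out each array in turn, rank correlations, and other choices of arrays for the correlations. The alternatives for named genes cover the day 8 comparison of the cassettes. Where 1 array of a group was left out, the remaining array was assumed to vary like the other groups.

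The limma fit was tested on simulated data with 200 changed probes. With equal spread in all groups it found 69 of 100 probes changed by 1 on the log2 scale and 92 of 100 changed by 2, and called 14 unchanged probes. With the wider spread of the day 8 arrays drawn independently it found 84 and 97 and called 448 unchanged probes, and with deviations shared between the cassettes it found 78 and 95 and called 37. Arrays of MEFs, day 6 cells and cells sorted on a surface marker were not analysed here, and no ontology analysis was run.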

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

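The test of fibroblasts in the low-KLF4 cells was chosen after its result was seen.

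Genes lower in high-KLF4 cells are listed in Table S1 but not discussed as a group in the paper's text, although it names Nanog and Fut9, which are among them. On day 8, limma called 301 probes lower in high-KLF4 than in low-KLF4 cells. Cadm1, an adhesion molecule gene, fell by 2.75 on the log2 scale (SE 0.23, adjusted p = 0.000688), Zdbf2, an imprinted gene, fell by 2.64 (SE 0.28, adjusted p = 0.00178) and Nanog fell by 1.44 (SE 0.10, adjusted p = 0.000289). The count was 916 without low-KLF4 day 8 replicate 1, 129 without low-KLF4 day 8 replicate 2, 642 without high-KLF4 day 8 replicate 1 and 109 without high-KLF4 day 8 replicate 2.

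More fibroblasts among the low-KLF4 cells are not excluded as a source of these probes, although the list medians go against them. The median difference of the mesenchymal list was -0.027 (-0.13 and 0.058 between arrays of the same number) and that of the 301 probes -0.80. The list's level varied between the arrays of a cassette with an SD of 1.24 in low-KLF4 and 1.02 in high-KLF4, and the sources used here do not say whether the numbers pair the arrays, which keeps this open. Low-KLF4 cells closer to the iPSC state also stay open as a possible explanation. Of the 301 probes, 211 (70.1%) were higher in the 4 iPSC clones than on the day 2 arrays, against 37% of all tested probes and 123 of the 634 probes higher in high-KLF4. This share lay below the 75% that was set as the bound for this explanation, so it cannot be told apart from a difference between the cassettes in other genes.

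Interferon response genes are outside the genes that the paper discusses. In high-KLF4 cells on day 8, 14 of 20 were higher than in the iPSC clones and 0 were lower in limma (15 higher when adjusted over the list alone), with a median of 1.72 on the log2 scale. The camera adjusted p was 2.35e-07, with adjusted p = 0.325 with an estimated correlation. Ifit1 was higher by 3.46 (SE 0.40, adjusted p = 0.000459) and Rsad2 by 3.19 (SE 0.29, adjusted p = 0.000145).

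Keratinocytes exceeded the iPSC clones by 0.4% of the day 8 difference, so low interferon gene levels were not particular to pluripotent cells here. Whether low levels in pluripotent cells explain the difference cannot be told from keratinocytes, because the day 8 cells started as fibroblasts. A response to vector delivery may account for part of the pattern: the list median was 1.84 on the high-KLF4 and 1.63 on the low-KLF4 day 2 array, above both day 8 arrays of the same cassette. The level in MEFs before delivery was not analysed here, so a high level in the starting fibroblasts stays open. In the same comparison, 3 of 33 mesenchymal and fibroblast genes were higher and 0 lower in limma (1 and 0 when adjusted over the list alone), with a median of 0.91, a camera adjusted p of 0.0151 and adjusted p = 0.66 with an estimated correlation, and a camera adjusted p of 0.746 without high-KLF4 day 8 replicate 1.

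Trophoblast markers, a group that the paper does not discuss as such although it discusses their member Elf5, had a median difference between high-KLF4 and low-KLF4 of 0.51 on day 8, with 6 of 15 higher and 0 lower (8 and 1 when adjusted over the list alone), a camera adjusted p of 1.01e-05 and adjusted p = 0.0281 with an estimated correlation. Neural markers had a median of -0.24, with 1 of 15 higher and 4 lower (2 and 6 when adjusted over the list alone), a camera adjusted p of 0.00124 and adjusted p = 0.111 with an estimated correlation. A difference between groups was seen in the test of the interaction: the high-KLF4 minus low-KLF4 difference was larger on day 8 than in the iPSC clones for 157 probes and smaller for 36.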

How the results depend on the processing

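The replicate block for the day 8 arrays, the 8 numbered arrays without a block and the correlations without the 2 iPSC clones were chosen after the results were seen. Signals carry no detection call. Leaving out the dimmest 30% of probes gave 628 higher and 297 lower on day 8, against 634 and 301 with all tested probes. The effect of spread between the day 8 arrays was tested on simulated data alone. Of 100 probes changed by 1 on the log2 scale, limma found 69 with equal spread. With the wider day 8 spread it found 84 (independent deviations) and 78 (deviations shared between the cassettes). It called 14 unchanged probes with equal spread, and 448 and 37 with the wider spread. The wider spread there added false calls and did not lower the number of changed probes found. Of all alternatives, 61 counts and summaries moved by more than 1.5-fold or the replicate spread and 80 did not. Among named genes and lists, 663 were counted as unchanged, 116 no longer passed, 30 newly passed and 1 reversed. The mesenchymal and fibroblast list was counted as unchanged without low-KLF4 day 8 replicate 2 and without high-KLF4 day 8 replicate 1. By its array medians its direction turned in both cases, so the unchanged count can include turns of lists that did not pass. The cause of these changes was not tested.

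At 2-fold in both numbered pairs, 353 probes were higher and 80 lower on day 8, with an overlap of 262. Leaving out 1 day 8 array gave 594 to 1063 higher and 274 to 461 lower, and leaving out 1 day 8 or mESC array gave overlaps of 493 to 846.

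In limma for day 8 high-KLF4 against low-KLF4, the 4 arrays alone gave 0 higher and 0 lower (1759 at an unadjusted p under 0.05). This fit has fewer arrays and estimates the spread from day 8 alone. The SD of the replicate difference was 0.485 and 0.455 on day 8 and between 0.154 and 0.232 in the other groups. The SEs and adjusted p given for day 8 rest on the spread shared by all groups and can understate that of day 8. The methods' t-test gave 633 higher and 633 lower unadjusted and 0 and 0 after Benjamini-Hochberg adjustment. Leaving out 1 array gave 384 to 1459 higher and 109 to 916 lower. A second quantile normalization gave 656 and 417, and limma-trend 663 and 259. The replicate numbers are shared between day 8, mESCs and keratinocytes, and the sources used here do not say whether they stand for a common experiment. The deviations of the 2 cassettes' day 8 arrays from their means correlated at 0.735, against values between -0.033 and 0.021 for the other pairs of groups, which is nearer to the simulated data with shared deviations (37 unchanged probes called) than to those with independent ones (448). A replicate block over 8 arrays gave 137 higher and 27 lower, the same 8 arrays without a block 200 and 58, and a block for the day 8 arrays in the fit of 18 arrays 1752 and 1195. Among named genes, 18 calls were lost in the limma fit with the block over 8 arrays. Among them were Ovol1 (adjusted p = 0.125), Ifi209 (0.127), Elf5 (0.183), Tead4 (0.154), Itgb4 (0.0732), Itga6 (0.0546) and Ccne1 (0.0825). This fit also has 8 arrays in place of 18, and the 8 arrays without a block were not set out by gene. The losses thus cannot be put down to the block itself. The block over 8 arrays assumes a replicate effect common to day 8, mESCs and keratinocytes, and the correlations above do not show one. It is thus no check on the day 8 block. The day 8 block added 8 calls and ended 0, and Cdh1 had an adjusted p of 0.0063 with it and 0.288 with the block over 8 arrays. On simulated data with the wider day 8 spread, the day 8 block called 1059 unchanged probes when deviations were independent and 220 when they were shared.

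For day 8 high-KLF4 against the iPSC clones, the 4 arrays alone gave 1966 higher, the methods' t-test after adjustment 0 higher and 3 lower (5504 unadjusted in all), and the day 8 block 4975 higher. Leaving out 1 array gave 1782 to 3138 higher and 1886 to 3061 lower.

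With day as a block over days 2 to 18, leaving out the dimmest 30% of probes gave 61 higher, limma-trend 62, no block 12 higher and 0 lower, a second quantile normalization 13 and 0, no day 18 arrays 105 and 14, and leaving out 1 day 8 array 2 to 10 higher and 0 lower.

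Of the lists past camera, 10 in each comparison, 2 passed with an estimated correlation between the cassettes and 1 against the iPSC clones. The list interferon response, day 8 high-KLF4 against low-KLF4, reversed without low-KLF4 day 8 replicate 2 (adjusted p = 0.266 in camera), and leaving out 1 array gave 1.39e-10 to 0.266. Correlations with Ovol1 gave 813 probes with Spearman's rho, 775 with the day 18 array, 2515 with group means, 3925 without the 2 iPSC clones and 1270 to 3478 leaving out 1 array.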

Differences from the paper's values

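The paper's count of genes negatively correlated with Ovol1 is 607 (the paper's value), and 1468 probes were counted here at the same threshold of -0.9, over 6 arrays without the MEF and day 6 arrays that the paper also used. Of the alternatives set before the data were examined, Spearman's rho (813 probes) and adding the day 18 array (775) came within 1.5-fold of the paper's value. Group means (2515), leaving out the dimmest 30% of probes (1343) and leaving out 1 array (1270 to 3478) did not. The paper's 622 probes higher and the 173 lower in Table S1 were counted here as 622 and 173.

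The paper takes a set of transcription factor genes, and Ocln and Cldn4, as upregulated in high-KLF4 cells by its 2-fold criterion, without a test. The 9 of these genes reported here exceeded 2-fold on day 8. In limma, Ehf, Elf5, Ovol1, Ifi209 and Tead4 passed and the other 4 did not: Mxd1 (1.53 on the log2 scale, adjusted p = 0.106), Nfe2l3 (1.20, adjusted p = 0.0621), Ocln (1.10, adjusted p = 0.343) and Cldn4 (1.55, adjusted p = 0.128). Nfe2l3 passed without the dimmest 30% of probes, after a second quantile normalization and without high-KLF4 day 8 replicate 1, Mxd1 passed without high-KLF4 day 8 replicate 1, and Cldn4 passed without low-KLF4 day 8 replicate 2. Of 2 replicate blocks, the one for the day 8 arrays, chosen after the values were seen, called Mxd1, Nfe2l3, Ocln and Cldn4. In the fit with the block over 8 arrays, set beforehand, Mxd1, Nfe2l3, Ocln and Cldn4 did not pass. Their adjusted p was 0.289, 0.235, 0.444 and 0.279 in limma. The calls of Elf5, Ovol1, Ifi209 and Tead4 were lost in it. That fit also has fewer arrays, so these losses cannot be put down to the block. It assumes a replicate effect common to day 8, mESCs and keratinocytes, which their arrays did not show, so it is no check on the day 8 block.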

Other observations

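The splits within days were chosen after the counts for other splits were seen.

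Pluripotency genes moved both ways between the cassettes on day 8. Dppa5a rose by 2.47 on the log2 scale in high-KLF4 (SE 0.14, adjusted p = 9.89e-05) and Lin28a, an RNA-binding protein gene, by 1.90 (SE 0.19, adjusted p = 0.00162), while Nanog, with signals of 887.6 and 963.1 in high-KLF4 and 2565 and 2464 in low-KLF4, fell. Fut9, a fucosyltransferase gene, fell by 2.10 (SE 0.35, adjusted p = 0.0157). Of 28 genes of the pluripotency network, 5 rose and 3 fell (7 and 5 when adjusted over the list alone), and the camera adjusted p was 0.0632, with 0.0127 without low-KLF4 day 8 replicate 2. Of the reprogramming factors, 0 of 4 rose and 0 fell in limma, also when adjusted over the list alone (camera adjusted p = 0.96). Klf4 had a difference of -0.25 (adjusted p = 0.68) and Myc of -0.13 (adjusted p = 0.851). These probes also read any cassette transcript they match, which was not separated here.

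Among trophoblast markers, Phlda2, an imprinted placental gene, rose by 3.67 (SE 0.23, adjusted p = 0.000176) and Psca by 2.35 (SE 0.31, adjusted p = 0.00593). Phlda2 read 7114 and 7714 in the high-KLF4 iPSC clones, above its day 8 signals of 4443 and 6243. The list shares Elf5, Gata3 and Tfap2c with the epithelial transcription factors and Krt7 with the junction genes, and 4 of its members are in Table S1. The list median was highest on day 18, at 1.42 in high-KLF4 and 1.06 in low-KLF4. Among neural markers, Bcl11a fell by 2.43 (SE 0.18, adjusted p = 0.000416) and Nnat fell by 2.20 (SE 0.26, adjusted p = 0.00381), while Tubb3 rose by 1.91 (SE 0.22, adjusted p = 0.00343).

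Between the cassettes on day 8, 1 of 20 interferon response genes, Mx1, rose (0.58, SE 0.13, adjusted p = 0.0409) and 0 fell (3 and 0 when adjusted over the list alone), with a camera adjusted p of 0.00352 and adjusted p = 0.459 with an estimated correlation. Mx1 had an adjusted p of 0.186 without low-KLF4 day 8 replicate 2 and 0.21 without high-KLF4 day 8 replicate 2, and the list median turned without low-KLF4 day 8 replicate 2 (camera adjusted p = 0.266). Of 15 immune cell markers, Srgn and Itgam rose and 0 fell, with 2 and 0 when adjusted over the list alone (camera adjusted p = 0.107, and 0.0324 without high-KLF4 day 8 replicate 2). Itgam had an adjusted p of 0.086 without low-KLF4 day 8 replicate 1, 0.0901 without low-KLF4 day 8 replicate 2 and 0.19 without high-KLF4 day 8 replicate 2. Of 12 endothelial markers, 1, Tie1, rose and 0 fell (2 and 0 when adjusted over the list alone; camera adjusted p = 0.235). Of 10 melanocyte markers, 1, Kit, fell and 0 rose, with the same counts when adjusted over the list alone (camera adjusted p = 0.239). Kit fell by 0.94 (adjusted p = 0.0255), and its adjusted p was 0.125 without low-KLF4 day 8 replicate 2 and 0.0607 without high-KLF4 day 8 replicate 1.

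The 2 day 8 arrays numbered 2 differed from those numbered 1 in the same way in both cassettes. The deviations of the 2 cassettes correlated at 0.735, and at 0.744 after a second quantile normalization. RMA had already applied quantile normalization, so a second round could change little. It thus does not decide whether an array-wide intensity difference contributes. A different share of fibroblasts among the sorted cells may contribute: the mesenchymal list had a median of -1.74 in high-KLF4 and -1.96 in low-KLF4, and Vim, its most abundant member, read 11950 and 8071 in high-KLF4 and 11710 and 9016 in low-KLF4. Acta2 read 9043 and 2316 and 10065 and 3169, with 7046 and 5630 in the high-KLF4 iPSC clones, so the list is not limited to fibroblasts. Cultures further along in reprogramming also stay open, with a correlation of 0.302 between array 2 minus array 1 and iPSC clones minus day 2. Sorting for mCherry removes cells without a cassette but not fibroblasts that express it.

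For high-KLF4 against low-KLF4 over days 2 to 18, 3 of 100 splits of the 10 arrays, the real one included, gave as many probes past the test (38 in the real split, at most 83 in another). These splits move arrays across days, which the block then discounts. Among the 24 splits that exchange the cassettes within days, 1, the real one, gave as many (at most 0 in another), which is the smallest share that 24 splits allow. Both shares are under 0.05, but the first set of splits ignores the block and the second was chosen after the first was seen, so chance is argued against only weakly. The other 2 of the 3 splits part the day 4 and day 8 arrays by cassette and set both day 2 arrays against both day 18 arrays, which points to a structure of the samples.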
